# MCM6 indicates adverse tumor features and poor outcomes and promotes G1/S cell cycle progression in neuroblastoma

**DOI:** 10.1186/s12885-021-08344-z

**Published:** 2021-07-07

**Authors:** Yaoyao Gu, Xiaoxiao Hu, Xiaowei Liu, Cheng Cheng, Kai Chen, Yeming Wu, Zhixiang Wu

**Keywords:** MCM6, Neuroblastoma, Cell cycle

## Abstract

**Background:**

Minichromosome maintenance complex component 6 (MCM6), as an important replication permission factor, is involved in the pathogenesis of various tumors. Here we studied the expression of MCM6 in neuroblastoma and its influence on tumor characteristics and prognosis.

**Methods:**

Publicly available datasets were used to explore the influence of the differential expression of MCM6 on neuroblastoma tumor stage, risk and prognosis. In cell experiments, human neuroblastoma cell lines SK-N-SH and SK-N-BE [ (2)] were utilized to verify the ability of MCM6 to promote cell proliferation, migration and invasion. We further explored the possible molecular mechanism of MCM6 affecting the phenotype of neuroblastoma cells by mutual verification of RNA-seq and western blotting, and flow cytometry to inquire about its potential specific roles in the cell cycle.

**Results:**

Through multiple datasets mining, we found that high expression of MCM6 was positively correlated with elevated tumor stage, high risk and poor prognosis in neuroblastoma. At the cellular level, neuroblastoma cell proliferation, migration and invasion were significantly inhibited after MCM6 was interfered by siRNA. Mutual verification of RNA-seq and western blotting suggested that the downstream cell cycle-related genes were differentially expressed after MCM6 interference. Flow cytometric analysis revealed that neuroblastoma cells were blocked in G1/S phase after MCM6 interference.

**Conclusion:**

MCM6 is considered to be the driving force of G1/S cell cycle progression, and it is also a prognostic marker and a potential novel therapeutic target in neuroblastoma.

**Supplementary Information:**

The online version contains supplementary material available at 10.1186/s12885-021-08344-z.

## Background

Neuroblastoma is the most common extracranial solid tumor in infants, with 25–50 cases per million individuals [1]. It originates from the sympathetic nervous system. The incidence of neuroblastoma accounts for 8–10% of childhood tumors, and its fatality rate accounts for 15% of childhood tumor-related fatalities [2]. Neuroblastoma is highly heterogeneous both in phenotype and clinically, and its results range from maturity or spontaneous regression to aggressive progression [3]. The treatment strategy in neuroblastoma is determined by risk classification. Low-risk diseases usually resolve spontaneously, and satisfactory results can usually be obtained only through clinical observation or surgical resection. For moderate risk, the treatment plan is dependent on the response. The course of conventional chemotherapy is 4 to 8 cycles, usually at a lower dose than the high-risk regimen, and the primary tumor is surgically removed when possible. Owing to intensive treatment of high-risk tumors, surviving patients often suffer from multiple sequelae [4], and the recurrence rate of high-risk cases is as high as 50%, and once it recurs, it will be difficult to cure [5]. Selective inhibitors of cancer-specific abnormal pathways offer the opportunity to replace these conventional chemotherapy or reduce the dose required for therapeutic effects, thereby reducing the toxic side effects of high-risk neuroblastoma treatment.

DNA replication is a prerequisite for normal cell division. Therefore, abnormal DNA replication will drive the abnormal gene phenotype of the cell and further lead to malignant transformation [6]. Evidence has shown that MCM family proteins act as helicases in the initial stage of DNA replication and are key regulators of cell cycle checkpoints [7]. The MCM2–7 complex is initially loaded on the chromatin to initiate DNA unspool [8]. The binding of MCM6 to Cdt1, another component of the pre-replication complex, is the key to promoting the loading of the MCM complex on the chromatin for replication permission [9], so it is a potential marker for tumor diagnosis and treatment.

MCM6 is a member of the mini-chromosome maintenance family (MCM), which plays an important role in limiting the replication of each cell cycle [10]. MCM has identified at least 10 homologues in humans. Among them, the MCM2–7 complex participates in the formation of the pre-replication complex, and has helicase activity to unwind DNA, which leads to the recruitment of DNA polymerase and the initiation of DNA replication and extension [11]. MCM6 is a candidate marker for cell proliferation, and an increase in MCM6 levels indicates the proliferation of malignant cells. More and more evidence shows that MCM6 can predict tumor progression and prognosis. It is pointed out that MCM6 is abnormally expressed in a variety of malignant tumors, including liver cancer [12], non-small cell lung cancer [13], breast cancer [14] and cervical cancer [15]. In neuroblastoma, studies have reported that the MCM complex is directly regulated by the transcription factor MYCN [16], but there are very few studies on the tumor characteristics and prognosis of MCM6 and neuroblastoma. We boldly hypothesize that in neuroblastoma, MCM6 may promote the proliferation and poor prognosis of neuroblastoma by regulating the cell cycle process of neuroblastoma. Effective intervention of MCM6 is likely to become an effective new treatment for neuroblastoma.

## Methods

### Patients and tissue samples

Tissue samples were collected from 22 patients with primary neuroblastoma and 9 patients with gangliocytoma treated in Xinhua Hospital Affiliated to Shanghai Jiaotong University School of Medicine from January 2012 to March 2019. All tumor samples from the patients enrolled in the study were surgically removed. The study protocol has been approved by the ethics committee of Xinhua Hospital, and the written informed consent of the participants’ parents or guardians has been obtained.

### Data mining from public databases

The Oncomine (https://www.oncomine.org/) and Tumor Immunity Estimation Resource (TIMER, https://cistrome.shinyapps.io/timer/) database mining tools were used to analyze the expression of MCM6 in different tumors and normal control tissues. Besides, comprehensive information about neuroblastoma-related clinical and prognosis, factors are obtained from R2: Microarray Analysis and Visualization Platform (https://r2.amc.nl) and selected for analysis. We selected three publicly available datasets to analyze tumor prognostic factors, including Kocak (GEO: GSE45547) [17], SEQC (GEO: GSE49710) [18] and Oberthuer (ArrayExpress: E-TABM-38) [19]. All Kaplan-Meier analyses were performed online, and the optimal *p* value and the cutoff value used to separate the high expression group and the low expression group were selected by the median.

### Cell culture and transfection

Human neuroblastoma cell lines (SK-N-BE [2], SK-N-AS, SH-SY5Y) were obtained from ATCC (Manassas, USA), SK-N-SH, IMR-32 were from Chinese Academy of Sciences Cell Bank (Shanghai, China). All of the cells were routinely maintained in a 1:1 mixture of Eagle’s Minimum Essential Medium and Ham’s nutrient mixture F-12 Medium supplemented with 10% fetal bovine serum (Gibco, USA) at 37 °C with 5% CO_2_. The human siRNA MCM6 and the non-targeting siRNA (sequences was in Table S1) were purchased from Riobio Biotechnology (Guangzhou, China). The cells were transfected with siRNA at a final concentration of 60 nM for 24 h performing in Lipofectamine™ RNAimax (Thermo Fisher Scientific, USA). To be specific, cultured the cells in a 6-well plate and performed transfection when the cell density was about 30%. In 200 ul Opti MEM I medium, mixed 0.12 nmol siRNA with 8 μl transfection reagent and incubated for 5 min, added to one well of a 6-well plate, and then add 2 ml complete medium. After 24 h of incubation, the medium was replaced with a standard medium and the cells were ready for further experiments.

### Lentivirus-mediated silence for MCM6

The lentivirus containing shRNA interference oligonucleotide sequence (Table S1) and scrambled control shRNA was constructed and packaged by GeneChem (Shanghai, China). The SK-N-BE [2] cells were infected according to GeneChem’s manufacturer’s protocol. 72 h after infection, 2 μg/ml puromycin (Cat. #ST551, Beyotime, China) was used to screen cells transfected with stable lentivirus. Puromycin-resistant cells were collected 3 days after the addition of puromycin to obtain cells stably transfected with lentivirus.

### Total RNA extraction and quantitative reverse transcription polymerase chain reaction

TRIzol reagent (Invitrogen, USA) was used to extract total RNA from cells. Reverse transcription of the extracted RNA was performed using the PrimeScript™ RT Master Mix (Cat. RR036A, TAKARA, Japan). Then, qRT-PCR was performed on the Applied Biosystems QuantStudio 3 real-time quantitative PCR instrument (Appliedbiosystems, Thermofisher Scientific). The primer sequences in this study are listed in Table S1. GAPDH was used as a standardization control, and the ΔΔCT method was used to calculate relative mRNA expression.

### RNA-seq and data analysis

The Oligo (dT) magnetic beads are used to enrich the mRNA with polyA structure in the total RNA, and the RNA is interrupted to a fragment of about 300 bp in length by means of ion interruption. Using RNA as template, the first strand of cDNA was synthesized with 6-base random primer and reverse transcriptase, and the first strand of cDNA was used as template to construct the second strand of cDNA synthesis library. After that, PCR amplification was used for library fragment enrichment, and then library selection was conducted according to the fragment size, with the library size at 450 bp. The quality of the library was inspected by the Agilent 2100 Bioanalyzer, and then the total concentration of the library and the effective concentration of the library were detected. According to the effective concentration of the library and the amount of data required by the library, the libraries containing different Index sequences (each sample plus a different Index, and finally the off-machine data of each sample are distinguished according to the Index) are mixed in proportion. The mixed library is uniformly diluted to 2 nM, and the single-stranded library is formed by alkali denaturation. After RNA extraction, purification, and library building of the samples, the Next-Generation Sequencing (NGS) is used to perform paired-end (PE) sequencing on these libraries based on the Illumina sequencing platform. The raw sequencing reads can be obtained in the Gene Expression Omnibus (GEO) database with accession number GSE159637.

Analyses were performed in R version 3.5.2. First, filter the raw data, and compare the filtered high-quality sequence (Clean Data) to the reference genome of the species. According to the comparison results, the expression of each gene is calculated. On this basis, further analysis of expression differences, enrichment analysis and cluster analysis were performed on the samples. Compare the Reads on the pair to splice and restore the transcript sequence.

### Western blotting

Whole-cell lysates were harvested for protein analysis. Lysed cells with 8 M urea lysis buffer supplemented with protease inhibitors. Separate proteins by SDS-PAGE gel electrophoresis and transfer to PVDF membrane (Millipore, Sigma Aldrich, USA). The membrane was blocked with 5% BSA at room temperature for 1 h, and then incubated with the appropriate antibody overnight at 4 °C. After washing the blots 3 times with TBST, the membranes were incubated with appropriate HRP-conjugated secondary antibody (Cell Signaling Technology) for 1 h at room temperature, and washed again with TBST. The protein bands were visualized by the Bio-Rad ChemiDoc XRS imaging system. Primary antibody to MCM6 (Cat. ab201683, 1:1000) and β-actin (Cat. #ab8227, 1:1000) were purchased from Abcam. Cyclin D1(Cat. E3P5S, 1:1000), CDK4 (Cat. D9G3E, 1:1000) were purchased from Cell Singling Technology (CST).

### Cell viability assay

Cell viability was analyzed using the Cell Counting Kit-8 (CCK-8) (Yeasen, Shanghai, China). Cells at a density of 3 × 10^3^/well were seeded into 96-well plates and cultured for 4 days. CCK-8 determination was performed every 24 h from the time the cells adhered. Add 100 μl of phenol red-free 1640 medium containing 10% CCK-8 solution to each well and incubate at 37 °C for 2 h. The absorbance value (OD) of each well was measured at 450 nm and 630 nm.

### Colony formation assay

Cells were plated in 6-well culture plates at 100 cells/well. After incubation for 2 weeks at 37 °C, the cells were washed twice with PBS and stained with 0.1% crystal violet solution. The number of colonies containing ≥50 cells was counted under a microscope. The colony formation efficiency was calculated as (number of colonies/number of cells inoculated) × 100%.

### Wound-healing assay

For the wound-healing assay, cells were grown to confluence in a 6-well plate. Artificial wound tracks were created by scraping the confluent cell monolayers with a pipette tip. The cells were fed with serum-free medium. The ability of the cells to migrate into the wound area was assessed every 24 h after scratching.

### Cell migration and invasive assays

Cell motility was assessed by cell migration and invasion assays using transwell chambers with or without Matrigel (Corning). Approximately 1 × 10^6^ cells in medium without FBS were seeded on upper transwell chambers with or without Matrigel and incubated at 37 °C for 48 H*. medium* containing 10% FBS was put in the lower chamber. The invasive cells attached to the lower surface of the membrane insert were fixed, stained using crystal violet (Beyotime, China) and quantified.

### EdU incorporation assay by flow cytometry

For the EdU (5-Ethynyl − 2′- deoxyuridine) incorporation assay, proliferating cells were examined using the Cell-Light EdU Apollo488 In Vitro Flow Cytometry Kit (RiboBio, Guangzhou, China) according to the manufacturer’s protocol. Cells at a density of 1 × 10^6^/well were seeded into 6-well plates and incubated with 50 mM EdU for 3 h. Next, harvested cells and fixed with 4% paraformaldehyde, permeabilized in 0.2% Triton X-100 and staining with Apollo fluorescent dyes. The fluorescence signal at 488 nm was collected by flow cytometer, and the proportion of positive signals labeled with EdU was analyzed by FlowJo software (FlowJo, LLC).

### Cell cycle synchronization

Synchronized SK-N-BE [2] cells in G1 phase were obtained by thymidine-nocodazole sequential blocking method. In short, the cells were cultured to the logarithmic growth phase, thymidine (Cat. #6060, Sigma) was added to the culture medium to a final concentration of 2 mM. After 12 h of culture, cells were washed with PBS, and then added fresh medium with 100 ng/ml nocodazole (Cat. #S2775, Selleck Chemicals). After culturing for 10 h, we shook the culture dish to collect M-phase cells, and the collected M-phase cells were cultured for 3 h to obtain synchronized cells in G1 phase. S phase and G2/M phase synchronized cells were obtained by thymidine double blocking method. That is, added thymidine to the cells in the logarithmic growth phase to a final concentration of 2 mM and cultured for 12 h, then discarded the supernatant, rinsed with PBS, and cultured with fresh medium for 8 h, then added 2 mM thymidine again for 12 h, after all removed thymidine and continue cultured for 2 h to obtain S-phase synchronized cells; and G2/M-phase synchronized cells can be obtained by culturing for 6 h after removing thymidine.

### Cell cycle analysis

The cells in logarithmic growth phase were harvested and seeded into 6-well plates (1 × 10^6^/well) and transfected with si-MCM6 or siRNA control. After 48 h, the cells were collected for flow cytometry. This experiment was repeated three times.

### Mouse xenografts

The subcutaneous model is used for animal research. In the subcutaneous model, 1 × 10 ^6^ SK-N-BE [2] cells were suspended in 0.1 ml PBS medium and transfected with MCM6 shRNA, lentiviral vector and negative control (scrambled) vector. Ten 4–6-week-old male BALB/c nude mice, were obtained from Shanghai Jihui Laboratory Animal Care Co.,Ltd. (Shanghai, China), and randomly divided into two groups (5 mice/group): the LV-shMCM6 group and LV-shNC group. The 2 kinds of stably transfected cells were injected into the armpits of 5 male BALB/c nude mice separately. The mice were maintained in a barrier facility on a rack filtered by HEPA and fed an autoclaved rodent diet. After 45 days, the mice were sacrificed by cutting off necks after anesthesia, and the tumor tissue was surgically removed, weighed and stained with hematoxylin and eosin. All animal handling and procedures have been approved by the Animal Care and Use Committee.

### Statistical analysis

GraphPad Prism 8 (GraphPad Software, Inc. La Jolla, USA) and SPSS version 25.0 software (SPSS, Chicago, IL, USA) for Windows was applied for statistical analysis. The qualitative data were compared with Fisher’s exact test or Pearson’s chi-square test, and the quantitative data were compared with Student’s t test or analysis of variance. The correlations were analyzed by Spearman. Results were expressed as mean ± standard error of the mean (SEM). *p* < 0.05 was considered a statistically significant difference. Significance was expressed as: *p < 0.05, **p < 0.01, and ***p < 0.001.

## Results

### High expression of MCM6 in neuroblastoma is associated with poor pathological classification

We started our research by examining the expression of MCM6 mRNA in 31 neuroblastoma specimens (Fig. 1). The 31 neuroblastoma specimens were divided into three groups according to Shimada pathological classification: neuroblastoma, ganglioblastoma, and ganglioneuroma [20]. One ganglioneuroma sample was set as control, and the relative expression of MCM6 mRNA in each sample was analyzed. 18 samples showed low expression of MCM6 mRNA, and 13 samples showed high expression. Next we evaluated the clinical relevance of MCM6 in pediatric neuroblastoma. We found in this cohort that high expression of MCM6 was positively correlated with worse histopathological typing (Table 1, two-tailed Spearman’s correlation, *r* = 0.671, *p* < 0.0001). Besides, we performed Western blotting on 28 cases of this batch of clinical samples to detect the expression level of MCM6 protein, and found that it was basically consistent with the expression of mRNA (Figure S1).

**Fig. 1:**
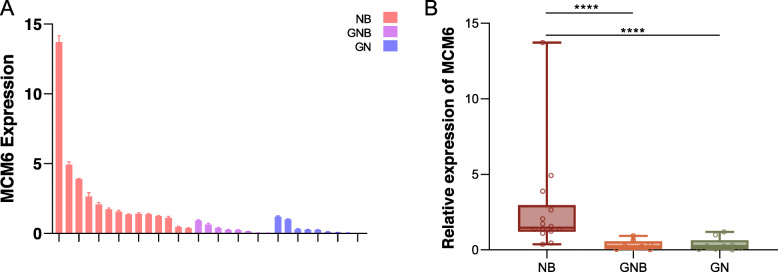
MCM6 mRNA expression in 31 clinical samples. (**A**) The histogram shows the relative expression level of MCM6 mRNA for each sample. (**B**) The samples are divided into 3 categories according to Shimada pathology classification. The mRNA expression of MCM6 in neuroblastoma is significantly higher than that of ganglioeuroblastoma and ganglioneuroma. The value is displayed as the mean ± SEM and statistical significance is expressed as **** *p* < 0.0001. NB, neurobastoma; GNB, ganglioeuroblastoma; GN, ganglioneuroma

**Table 1:** The MCM6 mRNA relative expression and clinical information of 31 neuroblastoma tissue samples

	MCM6 expression		Total	***P*** value
	Low	High		
**Sex**				0.071
Male	8	10	18	
Female	10	3	13	
**Age at diagnosis**				0.008
≤ 18 m	1	6	7	
> 18 m	17	7	24	
**Stage**				0.484
I, II, IVs	2	4	6	
III, IV	8	8	16	
**Primary site**				0.768
Retroperitoneum	5	3	10	
Postmediastinum	13	10	21	
**Hisopathology diagnosis**				0.000
GN	8	1	9	
GNB	8	0	8	
NB	2	12	14	
**Bone marrow metastasis**				0.841
Positive	2	1	3	
Negative	17	11	28	
**Risk**				0.396
Low	11	5	16	
Mid	3	1	4	
High	5	6	11	

The value is displayed as the number of cases. *NB* neurobastoma, *GNB* ganglioeuroblastoma, *GN* ganglioneuroma

### MCM6 is a potential prognostic factor in neuroblastoma

Through the mining of Oncomine database and TIMER database, we found that MCM6 expression is higher in most cancers, such as sarcoma, colorectal cancer, lung cancer, cervical cancer, and liver cancer (Figure S2). In order to further evaluate and confirm the possibility of MCM6 as a prognostic marker in neuroblastoma, we performed Kaplan-Meier overall survival (OS) and event-free survival (EFS) analysis using three different tumor neuroblastoma public datasets through the online R2: microarray analysis acquisition and visualization platform. In the Kocak, SEQC and Oberthuer datasets, neuroblastoma patients with high MCM6 expression all showed poorer OS and EFS than low MCM6 expression cohorts (Fig. 2A-F). Moreover, the expression of MCM6 is different in different INSS tumor stages. Compared with stage 1 and 2, the expression in stage 4 tumors is significantly increased (Fig. 2G-I). In addition, we analyzed MCM6 expression in neuroblastoma of high-risk group and low-risk group in the SEQC dataset, and found that the expression of MCM6 in neuroblastoma in the high-risk group was significantly higher than that in the low-risk group (*p* < 0.001) (Fig. 2J). In summary, our data show that high expression of MCM6 significantly associates with poor prognosis of neuroblastoma.

**Fig. 2:**
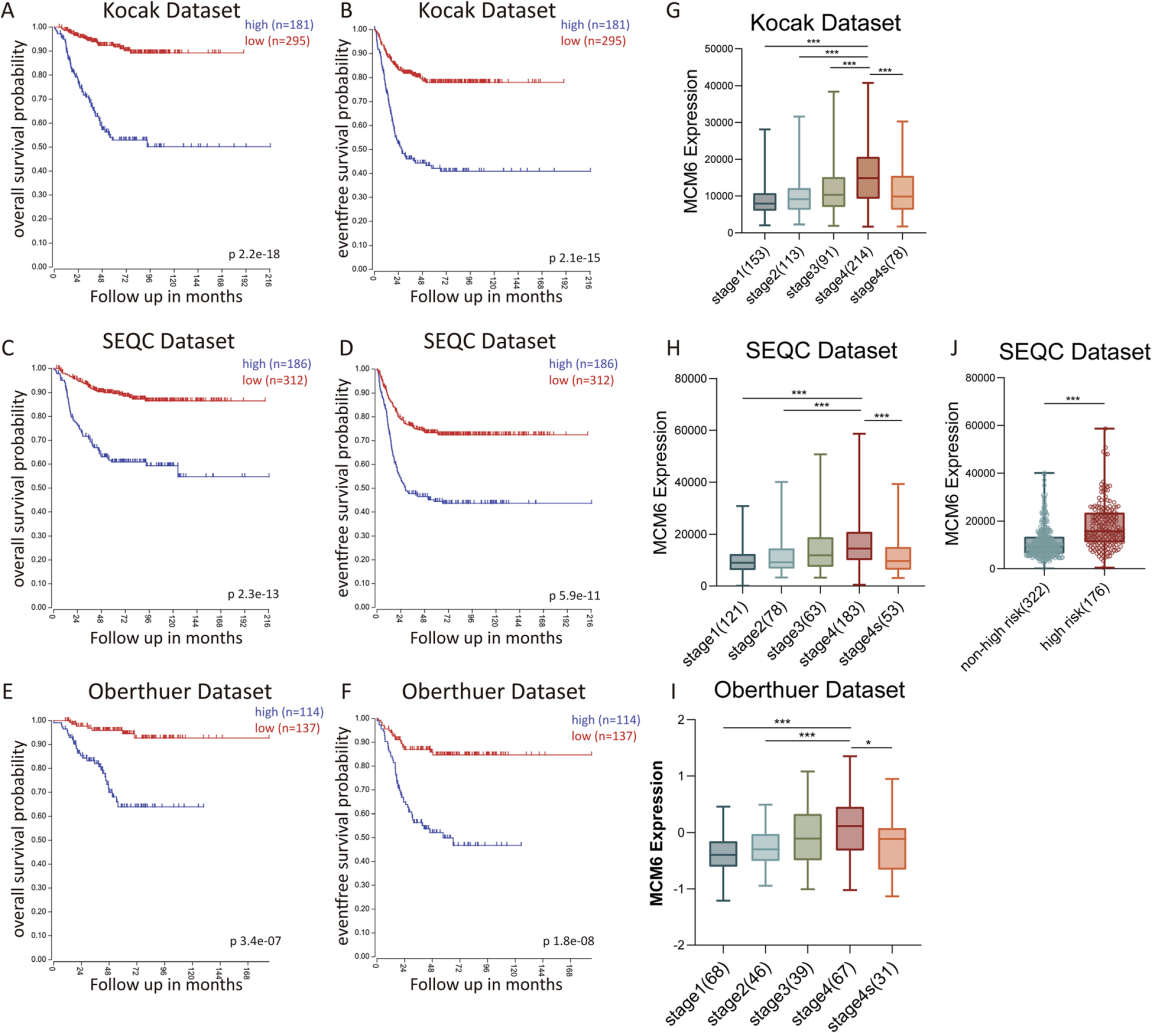
The prognostic value of MCM6 in three validated clinical neuroblastoma datasets and the value of tumor INSS staging and risk classification. (**A**-**B**) Kaplan-Meier analysis of OS and EFS based on the MCM6 expression in Kocak dataset, and the log-rank test *P* value is displayed (*n* = 476, 173 patients without survival information were not included in the analysis); (**C**-**D**) Kaplan-Meier analysis of OS and EFS based on the MCM6 expression in SEQC dataset, and the log-rank test P value is displayed (*n* = 498); (**E**-**F**) Kaplan-Meier analysis of OS and EFS based on the MCM6 expression in Oberthuer dataset, and the log-rank test P value is displayed (*n* = 251); (**G**-**I**) The box plot shows the expression level of MCM6 in the above three public datasets in different INSS stages (stage 1, 2, 3, 4, 4 s); (**J**) The box plot shows the expression level of MCM6 in the high-risk group and low-risk group of neuroblastoma in the SEQC data set. Since the risk classification data were not included in the Kocak and Oberthuer datasets, no relevant analysis was performed. The value is displayed as the mean ± SEM and statistical significance is expressed as* *p* < 0.05, *** *p* < 0.001

### Knockdown of MCM6 suppresses neuroblastoma cell proliferation, migration and invasion in vitro

In vitro experiments show that MCM6 is expressed at a higher level in neuroblastoma cell lines (Fig. 3A). In order to comprehend the function of MCM6 in neuroblastoma cells, we designed three siRNAs (siRNA1, siRNA2 and siRNA3) to silence the expression of MCM6. After qRT-PCR (Student’s t-test, *p* < 0.05) and western blotting, SK-N-BE [2] and SK-N-SH cells treated with siRNA decreased the expression of MCM6 by more than 70% compared with the control group. SiRNA1 and siRNA2 have the best silencing effect, so they were chosen for further research (Fig. 3B).

**Fig. 3:**
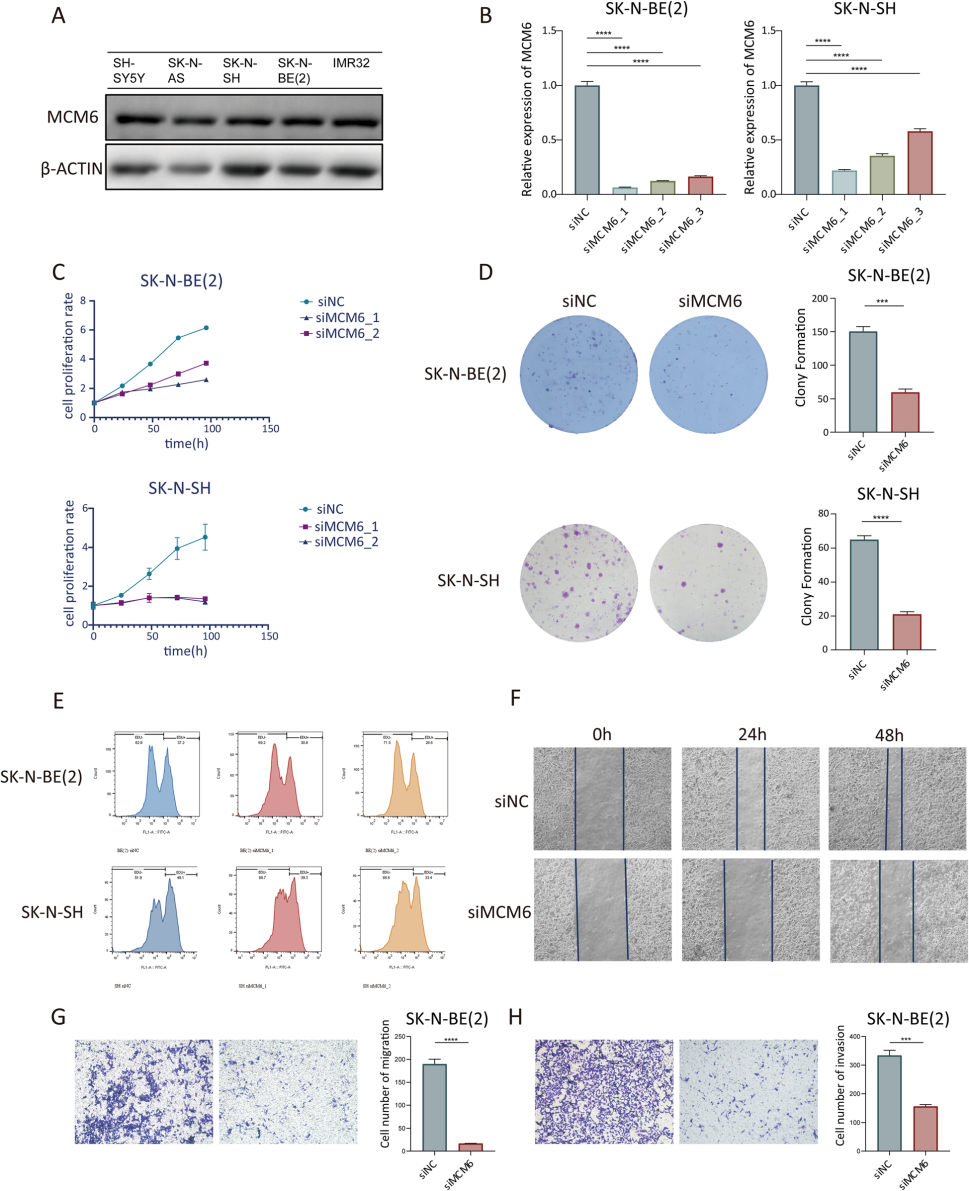
Functional experiment of MCM6 in neuroblastoma cells. (**A**) Western blotting verified the protein expression of MCM6 in 5 neuroblastoma cell lines; (**B**) Interference efficiency of 3 small interfering RNAs with different sequences on MCM6, detected by qRT-PCR; The in vitro proliferation function of MCM6 was measured by CCK-8 (**C**), colony formation (**D**) and flow cytometry EdU labeling detection (**E**). The wound healing experiment (**F**) and the Transwell migration and invasion experiment (**G**-**H**) verified the migration (**G**) and invasion (**H**) activities of MCM6 on neuroblastoma cells in vitro. EdU, 5-Ethynyl − 2′- deoxyuridine

We examined the effect of MCM6 expression on the growth of neuroblastoma cells in vitro. Using CCK-8 analysis (Fig. 3C), colony formation assay (Fig. 3D) and EdU incorporation analysis (Fig. 3E), we found that knocking down MCM6 significantly inhibited the cell proliferation of SK-N-BE [2] and SK-N-SH cells. After MCM6 knockdown, through CCK-8 detection, we found that the 96 h proliferation inhibition rate of SK-N-BE [2] cells was 57.7%, and the inhibition rate in SK-N-SH cells reached 73.5%. Besides, we found that SK-N-BE [2] cells with positive EdU labeling after MCM6 knockdown decreased by 8.7% and SK-N-SH cells decreased by 14.7% compared with the NC group. In the colony formation experiment, SK-N-BE [2] cells in the NC group formed an average of 150.3 colonies, while in the MCM6 knockdown group formed an average of 59.7 colonies. In SK-N-SH cells, the number of colonies formed in the NC and MCM6 knockdown groups were 65 and 21, respectively. At the same time, wound healing and Matrigel-coated (for invasion) or-uncoated (for migration) Transwell analysis showed that MCM6 knockout effectively inhibited the invasion and metastasis of neuroblastoma (Fig. 3F-G). In the wound healing experiment, the healing rate of the cells in the NC group exceeded 70% at 48 h after the scratch, while the healing rate of the MCM6 knockdown group was lower than 30%. In the Transwell migration experiment, the number of migrating cells in the NC group was 189.7 /HPF, while the number of migrating cells in the MCM6 knockdown group was 16.7 /HPF. In the Transwell invasion experiment, the number of migrating cells in the NC group was 333.7 /HPF, and the number of migratory cells in the MCM6 knockdown group was 155.3 /HPF. These results reveal the role of MCM6 in promoting the progression of neuroblastoma *in ​​vitro*.

### Inhibition of MCM6 expression in a mouse model can inhibit the growth of neuroblastoma cells in vivo

In order to explore the role of MCM6 in the ability of neuroblastoma tumorigenesis in vivo, we established the shMCM6 SK-N-BE [2] stable cell line (LV-shMCM6) to study its biological functions in a mouse model. We initiated tumor growth by subcutaneously injecting 1 × 10 ^6^ LV-shMCM6 cells into BALB/c mice, and monitored tumor growth by measuring the size. Forty-five days after injection, we observed that tumors of LV-shMCM6 mice were significantly smaller than those of mice that received empty vector (LV-shNC) (Fig. 4A-C). Consistent with this finding, the tumor weight of LV-shMCM6 mice is lighter than that of LV-shNC mice (Fig. 4D). H&E staining shows that tumors in LV-shNC mice have more vigorous mitotic figures than LV-shMCM6 mice (Fig. 4F). Immunohistochemical staining for cell cycle and proliferation indicators shows that the reduced expression of CyclinD1, CDK4 and Ki-67 in the subcutaneous tumors in the MCM6 knockdown group (Fig. 4G). These results indicate that MCM6 is critical to the growth of neuroblastoma tumors.

**Fig. 4:**
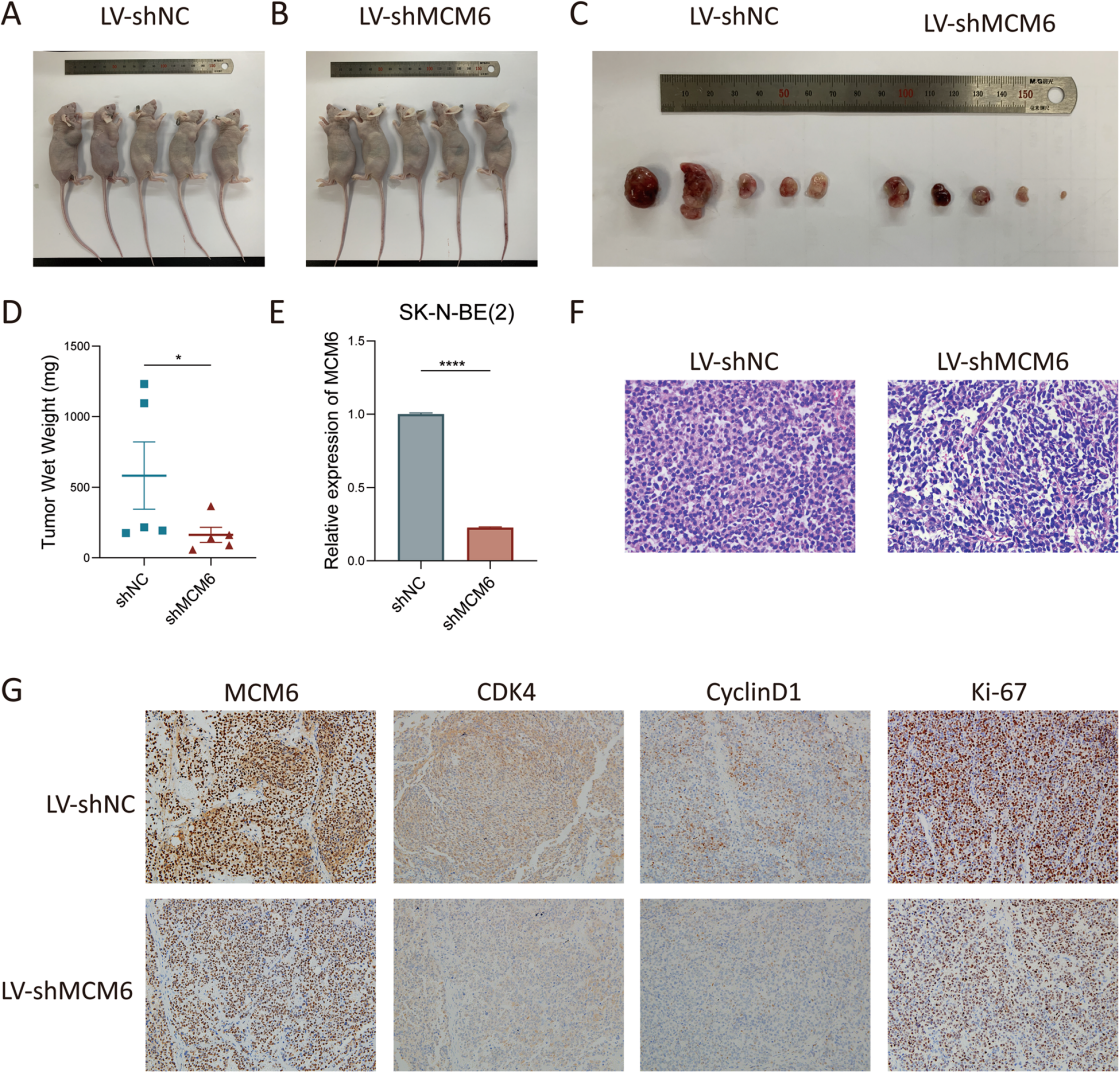
MCM6 knockdown inhibited the growth of neuroblastoma in vivo. (**A**-**B**) BLAB/c nude mice were sacrificed 45 days after subcutaneous injection and the tumor was dissected. (**D**) The wet weight of tumors formed by MCM6 knockdown cells were significantly smaller than that of the control (*p* < 0.05). (**E**) The knockdown efficiency of the lentivirus tool on MCM6 in SK-N-BE [2] cells reached more than 75% (*p* < 0.0001). (**F**) H&E staining of subcutaneous tumors in BALB/c nude mice (× 400). (**G**) Immunohistochemical staining of subcutaneous tumors in BALB/c nude mice on target of MCM6, CDK4, CyclinD1 and Ki-67 separately (× 200). The value is displayed as the mean ± SEM and statistical significance is expressed as *p < 0.05, **** *p* < 0.0001

### Gene expression regulation associated with MCM6 knockdown

To identify potential targets regulated by MCM6 in neuroblastoma, we performed RNA-seq in SK-N-BE [2] cell line (Fig. 5A-G). 

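SK-N-BE(2), a human neuroblastoma cell line, was transfected for 24 h with 60 nM of siRNA against MCM6 (siMCM6) or of a scrambled siRNA (siNC), and RNA was sequenced from 3 libraries of each group. MCM6, the targeted gene, had 2808, 2426 and 2475 reads in siNC replicates 1 to 3 and 723, 525 and 619 reads in siMCM6 replicates 1 to 3. Polyadenylated RNA was enriched, fragmented and copied with random primers before paired-end sequencing. The authors filtered the reads, aligned them to the human genome and counted reads per gene. The submitters' processing notes list cutadapt, TopHat2 2.1.1 and HTSeq 0.12.4 with the build GRCh38. The annotation release and the strand setting of the counting were not given in the sources used here, so reads of genes that overlap on opposite strands could not be told apart.

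The deposited table held a raw read count and an FPKM for 19970 genes in each library. Counts summed to 14899162, 13156500 and 12952476 in siNC replicates 1 to 3 and to 15500293, 12973599 and 13962345 in siMCM6 replicates 1 to 3. The FPKM values were the counts divided by gene length and by these totals, so the counts were used for every test. They were normalized by TMM and tested with edgeR's quasi-likelihood test for the 13167 genes with enough reads, and p-values were adjusted by the Benjamini-Hochberg method. Levels are given as TMM-normalized CPM. Libraries of a group differed by more than sampling noise, with a chi-square per degree of freedom of 1.84 to 2.05 among siNC libraries and of 2.51 to 6.30 among siMCM6 libraries, where siMCM6 replicate 2 stood farthest from the others, against 11.2 to 16.0 between the groups. The labels do not state that the libraries came from separate cultures, so p-values measured only the spread between these libraries, which may be technical.

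Table S1 lists 3 siRNAs against MCM6, and neither the labels nor the paper's text names the siRNA that was used for sequencing, although the paper states that siRNA1 and siRNA2 were chosen for further work. The numbers of Table S1 were assumed to match these names. The sense strand of siMCM6_1, GGCGCATAGTAGATTTGCA, matched exon 12 of MCM6 from 135852875 to 135852893 of chromosome 2 (GRCh38). That of siMCM6_2, GAAGGAAGCTTTCCGGTTA, matched exon 14 from 135848153 to 135848171, and that of siMCM6_3, GCGAGCTTGTTAACTGGTA, matched exon 16 from 135844639 to 135844657. All 3 sites were in the coding sequence. An siRNA can also lower transcripts whose 3′ UTR matches guide positions 2 to 8, its seed. The matching words of 7 bases were GATTTGC, TCCGGTT and AACTGGT, in the same order, and genes named here whose longest annotated 3′ UTR holds AACTGGT are marked as such, since genes with that word were lower as a group. Shorter matches to the same seed are not marked throughout. Genes with a match to positions 2 to 7 and an A also had a lower median log2 fold change, −0.07 in 716 genes. It was 0.03 in 8572 genes with no match.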

According to the different expression fold change = 1.5, we found that the expressed levels of 442 genes have changed, of which 228 genes were up-regulated and 214 genes were down-regulated (Fig. 5A-B). 

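MCM6 fell the most reliably of all genes after MCM6 siRNA, from 191 ± 3.22 CPM (SD, n = 3 libraries) in siNC to 43.2 ± 3.14 CPM (SD, n = 3) in siMCM6, a log2 fold change of −2.14 (standard error 0.06, adjusted p = 6.66e-21 from edgeR). Of the 13167 tested genes, 1516 rose and 1958 fell at an adjusted p under 0.05 from edgeR. Among these, 190 rose and 207 fell by at least 1.5-fold, and 41 rose and 25 fell by at least 2-fold. The legend of Fig. 5B gives a p of 0.05 and a fold change of 1.5 without saying whether p was adjusted, and its thresholds are read here as unadjusted. At these thresholds 485 genes differed, 249 higher and 236 lower, and 88 of these had an adjusted p of 0.05 or more.

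Of the lower genes with the smallest p, FEZ2 fell by 1.50 on the log2 scale (standard error 0.07, adjusted p = 7.03e-15 from edgeR). STC1, which encodes the secreted glycoprotein stanniocalcin 1, fell by 1.34 (standard error 0.07), and G3BP1, a stress granule protein, fell by 0.88 (standard error 0.05). The 3′ UTR of G3BP1 holds a match to positions 2 to 7 of the siMCM6_3 seed and an A, and that of FEZ2 a match of 6 bases. The 3′ UTR word AACTGGT was held by ISOC1, which fell by 1.15, by C5orf15, which fell by 1.21, by DPYSL5, a collapsin response mediator protein of neurons, which fell by 1.02, by NRP1, a receptor for semaphorins and VEGF, which fell by 0.90, and by CNN3, the actin-binding calponin 3, which fell by 0.85 (standard errors 0.05 to 0.07). TPM4, a tropomyosin of the actin cytoskeleton, had the smallest p of the higher genes, with a log2 fold change of 1.13 (standard error 0.05, adjusted p = 2.09e-16 from edgeR). BICD2, a dynein adaptor, rose by 0.89 (standard error 0.06), and G3BP2, a paralog of G3BP1, rose by 0.88 (standard error 0.05). GANAB, a glucosidase of the endoplasmic reticulum, rose by 0.87, ZNF664 and the methyltransferase SETD7 rose by 0.84 each, GOLGA2, a Golgi matrix protein, rose by 0.74, the nucleolar protein NOLC1 rose by 0.73, and IGFBP3, which binds insulin-like growth factors, rose by 0.69 (standard errors 0.04 to 0.05).

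In 2422 genes every siMCM6 library was above every siNC library and in 2726 genes below, 39.1% of the tested genes, where chance gives 10%. With upper-quartile factors in place of TMM, 2083 genes were higher and 1590 lower at an adjusted p under 0.05 from edgeR, so that 56.7% of the calls were higher against 43.6% with TMM.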

Differentially expressed genes are mainly distributed on chromosomes 1, 2, 5, 6, 15, 16, 19 (Fig. 5C). 

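Genes past these thresholds lay on chromosomes 1 to 22 and on X. Chromosome 19 held the most, 54 of its 938 tested genes (5.76%), of which 42 were higher and 12 lower. They include TPM4, from 16067021 to 16103002 of GRCh38, and UHRF1, a factor of DNA methylation upkeep, from 4903080 to 4962154. Chromosome 1 followed with 48 of 1341 tested genes (3.58%), among them the cell cycle transcription factor E2F2, from 23506438 to 23531233, and CNN3, from 94896949 to 94927223.

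Chromosome 2 held 30, including MCM6 itself, FEZ2, from 36531805 to 36646087, and DPYSL5, from 26847747 to 26950351. Chromosome 5 held 28, including ISOC1, from 129094749 to 129114028, C5orf15, from 133955510 to 133968674, and G3BP1, from 151771045 to 151812785. Chromosome 6 also held 28, among them the histone genes H2BC8, from 26215159 to 26216692, and H4C8, from 26277609 to 26285638. Chromosome 17, with SOST from 43753738 to 43758791, held 24, and chromosome 11, with WEE1 from 9573670 to 9593457, held 23. Chromosomes 9, 15 and 16 held 22 each, which is 4.17%, 5.14% and 3.72% of their tested genes. Of the genes named here, CNN3, DPYSL5, ISOC1 and C5orf15 hold AACTGGT in their 3′ UTR.

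Over all 13167 genes, 3.68% passed the thresholds. Chromosome 19 was the only sequence of 32 tested with an adjusted p under 0.05 (two-sided Fisher's exact test, odds ratio 1.67, adjusted p = 0.0356), and no chromosome passed with DESeq2, with RLE factors, with a mean CPM of at least 1, or without siMCM6 replicate 1 or siNC replicate 1. Chromosomes 1, 2, 5, 6, 15, 16 and 19 together held 232 of the 485 genes (47.8%) and 41.8% of the tested genes; the paper named them from these libraries, so this share is not independent evidence.

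**Figure D1:**
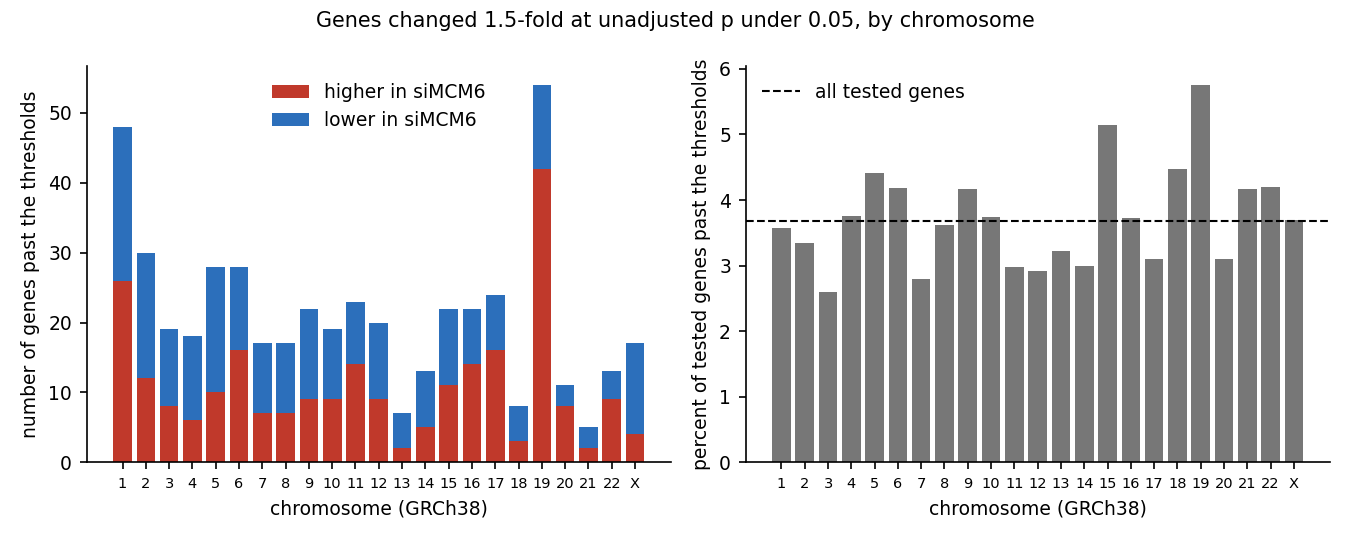
Genes changed at least 1.5-fold at an unadjusted p under 0.05, by chromosome. The left panel stacks the number of higher genes (red) and lower genes (blue), and the right panel gives their percent of the tested genes of each chromosome, with the 3.68% of all tested genes as a dashed line. Chromosome 19 stands highest in both, with 54 genes and 5.76%.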

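Most tested genes of DNA replication and many cell cycle regulators fell after MCM6 siRNA, while genes of Wnt signaling went both ways. Of 33 tested genes of the replication fork other than MCM6, 25 were lower and 0 higher at an adjusted p under 0.05 from edgeR (26 and 0 adjusted over the list alone). The other subunits of the MCM2-7 helicase fell together, MCM5 by 0.47, MCM7 by 0.43, MCM2 by 0.41, MCM4 by 0.34 and MCM3 by 0.20 on the log2 scale (standard errors 0.04 to 0.05). MCM2 shares 22.7% of its exonic bases with the antisense gene AC023593.1 and is uncertain for that reason. RFC1, the large subunit of the clamp loader, fell by 0.47, and its 3′ UTR holds AACTGGT.

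Of 117 tested cell cycle regulators other than MCM6, 56 were lower and 7 higher at an adjusted p under 0.05 from edgeR (65 and 10 adjusted over the list alone). CDK1, the kinase of entry into mitosis, fell by 0.56 (standard error 0.05), and its 3′ UTR holds a match to positions 2 to 7 of the siMCM6_3 seed and an A. The cell cycle inhibitor CDKN1A fell by 0.21 (standard error 0.05), and GADD45A, whose 3′ UTR holds AACTGGT, fell by 0.37 (standard error 0.06). Of 123 tested genes of Wnt signaling, 25 were lower and 17 higher at an adjusted p under 0.05 from edgeR (26 and 19 adjusted over the list alone). The Gene Ontology term for the Wnt pathway in the deposited table, examined after the data were seen, held 36 lower and 23 higher of 196 tested genes by edgeR (37 and 24 adjusted over the list alone; camera adjusted p = 0.605 from limma; one-sided Fisher's exact test at the thresholds of Fig. 5B, adjusted p = 0.116). PPP3CA, a catalytic subunit of calcineurin, fell by 0.45 (standard error 0.05), and its 3′ UTR holds AACTGGT.

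A camera test of each list against the other genes, adjusted over 24 lists, gave an adjusted p of 1.65e-10 for DNA replication and of 6.11e-10 for the cell cycle, both lower, and of 0.705 for Wnt signaling, all with limma. With an estimated correlation the first pair lost the call (adjusted p = 0.055 with an estimated correlation for each). At the thresholds of Fig. 5B, 7 cell cycle genes passed where 4.30 were expected, 10 Wnt genes where 4.52 were expected and 2 DNA replication genes where 1.21 were expected (one-sided Fisher's exact test, adjusted p = 0.558, 0.0913 and 0.825). The lists follow the KEGG pathways as recalled, and the pathway database itself was not used here.

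**Figure D2:**
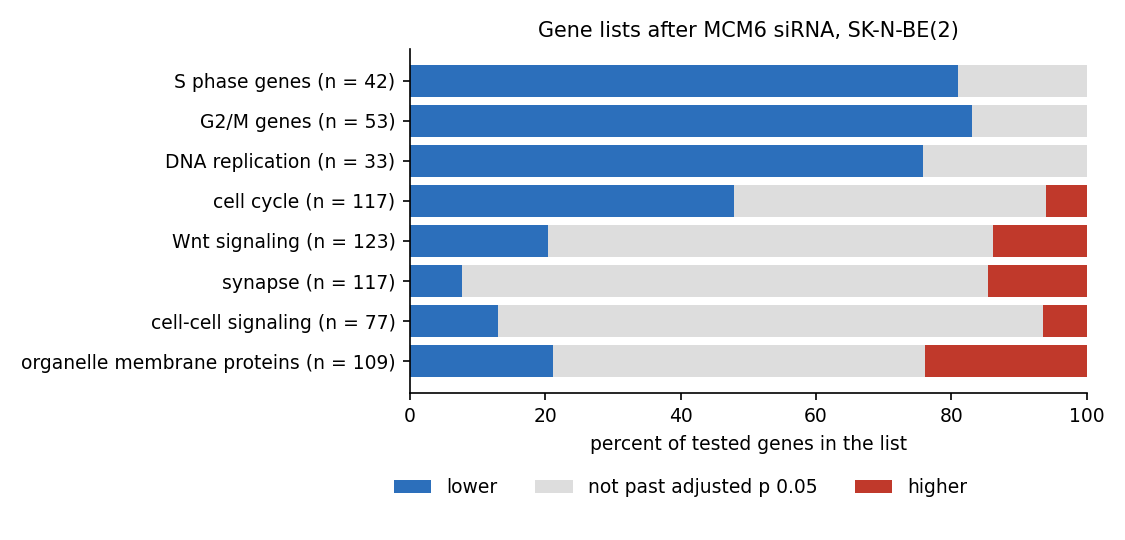
Percent of the tested genes of 8 gene lists that were lower (blue), higher (red) or not past an adjusted p of 0.05 from edgeR (grey) after MCM6 siRNA; n is the number of tested genes. The DNA replication list held 25 lower and 0 higher genes, and the Wnt signaling list 25 lower and 17 higher.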

KEGG pathway analysis further revealed that the differentially expressed genes are mainly concentrated in cell cycle, Wnt signaling pathway, DNA replication, et al. (Fig. 5D-E). In addition, GO analysis showed that the differentially expressed genes are the most abundant in synapse, cell-cell signaling, intrinsic component of organelle membrane, et al. (Fig. 4F-G). 

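Some genes of the synapse, of cell-cell signaling and of organelle membranes were higher and others lower after MCM6 siRNA. For comparison, 1516 of all 13167 tested genes were higher and 1958 lower at an adjusted p under 0.05 from edgeR. Of 117 tested synaptic genes, 17 were higher and 9 lower at an adjusted p under 0.05 from edgeR (17 and 9 adjusted over the list alone). CDH2, which encodes N-cadherin, fell by 0.41 on the log2 scale (standard error 0.04), and SYNPO, an actin-associated protein of dendritic spines, fell by 0.37 (standard error 0.06). SV2C, a synaptic vesicle protein whose 3′ UTR holds AACTGGT, fell by 0.32 (standard error 0.06). UNC13B, which primes synaptic vesicles, rose by 0.31 (standard error 0.06).

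Of 77 tested genes of secreted factors and transmitter synthesis, 5 were higher and 10 lower at an adjusted p under 0.05 from edgeR (4 and 8 adjusted over the list alone). The neuropeptide gene VIP fell by 0.90 (standard error 0.18) and the chemokine gene CXCL8 by 0.28 (standard error 0.06), while the granin genes CHGA and VGF rose by 0.31 and 0.23 (standard error 0.05 for each). VGF did not pass after the GC correction (log2 fold change 0.11). Of 109 tested membrane proteins of the endoplasmic reticulum, the Golgi and mitochondria, 26 were higher and 23 lower at an adjusted p under 0.05 from edgeR (29 and 28 adjusted over the list alone). The Golgi galactosyltransferase B4GALT1 rose by 0.80 (standard error 0.05), TOMM22 of the mitochondrial import pore by 0.71 (standard error 0.06), and INSIG1, a sterol sensor of the endoplasmic reticulum, by 0.58 (standard error 0.06). TMED10, a receptor of vesicle transport, fell by 0.60 (standard error 0.05), and SLC25A13, a mitochondrial carrier whose 3′ UTR holds AACTGGT, fell by 1.13 (standard error 0.09).

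By limma's camera test against the other genes, no list passed, with an adjusted p of 0.0529 for the synapse, 0.794 for cell-cell signaling and 0.698 for organelle membranes. The synaptic list was higher at an adjusted p of 0.0398 from limma with a mean CPM of at least 1, of 0.00451 without siMCM6 replicate 2, of 0.0244 without siNC replicate 1 and of 0.0336 without siNC replicate 2, and had an adjusted p = 0.688 with an estimated correlation. By the Gene Ontology annotation in the deposited table, examined after the data were seen, 35 of 609 tested synapse genes passed the thresholds of Fig. 5B, 18 higher and 17 lower, where 22.4 were expected (one-sided Fisher's exact test, adjusted p = 0.0236 over 8 terms). For the term cell-cell signaling these were 10 of 93 genes, 5 higher and 5 lower, where 3.42 were expected (one-sided Fisher's exact test, adjusted p = 0.0173). Neither term passed by limma's camera test (adjusted p = 0.605 and 0.950), and the lists of the synapse, cell-cell signaling and organelle membranes were not over-represented (one-sided Fisher's exact test, adjusted p = 1, 0.825 and 1).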

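Most tested genes that peak in S phase, and most that peak in G2 and mitosis, fell after MCM6 siRNA. Of 42 tested S phase genes other than MCM6, 34 were lower and 0 higher at an adjusted p under 0.05 from edgeR (35 and 1 adjusted over the list alone). CLSPN, a mediator of the replication checkpoint, fell by 0.74 on the log2 scale (standard error 0.06), DTL, which directs the breakdown of the licensing factor CDT1, fell by 0.61 (standard error 0.05), and UHRF1 fell by 0.60 (standard error 0.05). CDT1 itself fell by 0.22 (standard error 0.05). Of 53 tested G2/M genes, 44 were lower and 0 higher at an adjusted p under 0.05 from edgeR (48 and 0 adjusted over the list alone). DNA topoisomerase TOP2A fell by 0.66 (standard error 0.04), the cytokinesis protein ANLN by 0.49 (standard error 0.05) and MKI67, which encodes the proliferation marker Ki-67, by 0.44 (standard error 0.06). The heterochromatin protein gene CBX5, whose 3′ UTR holds AACTGGT, fell by 0.54 (standard error 0.05).

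By the Gene Ontology annotation in the deposited table, examined after the data were seen, 213 of 599 tested genes of the cell cycle other than MCM6 were lower and 45 higher (232 and 52 adjusted over the list alone), all by edgeR. For the G1/S transition of the mitotic cell cycle these were 42 lower and 6 higher of 93 genes (45 and 8 adjusted over the list alone), for DNA replication 80 lower and 8 higher of 152 genes (83 and 10), for the MCM complex 9 lower and 0 higher of 10 genes (9 and 0), and for regulators of cyclin-dependent protein kinases 9 lower and 1 higher of 27 genes (10 and 2).

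By limma's camera test the S phase list had an adjusted p of 1.35e-14 and the G2/M list of 1.27e-18 (adjusted p = 0.071 and 0.055 with an estimated correlation). The terms had an adjusted p of 1.16e-06 for the cell cycle, 7.53e-09 for the G1/S transition, 4.64e-12 for DNA replication, 4.87e-07 for the MCM complex and 0.00484 for the kinase regulators, all lower by limma's camera test. With an estimated correlation the first 4 kept an adjusted p of 0.0027 to 0.0127, and the kinase regulators had an adjusted p of 0.148 with an estimated correlation and of 0.0561 without siMCM6 replicate 1, and did not pass with the GC correction either. At the thresholds of Fig. 5B none of these terms was over-represented, with 27 genes of the cell cycle where 22.0 were expected, 8 of the G1/S transition where 3.42 were expected, 9 of DNA replication where 5.59 were expected, 1 of the MCM complex where 0.368 were expected and 2 kinase regulators where 0.993 were expected (one-sided Fisher's exact test, adjusted p = 0.212, 0.0559, 0.173, 0.312 and 0.299), nor were the S phase and G2/M lists (one-sided Fisher's exact test, adjusted p = 0.323 and 1).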

In the cluster analysis of GO (Fig. 5D-E) and KEGG (Fig. 5F-G), it was found that differential expression of genes related to the cell cycle, including cell cycle, cell cycle checkpoint, G1/S transition of mitotic cell cycle, cell cycle process, cell cycle G1/S phase transition, cyclin-dependent protein serine/threonine kinase regulator activity and regulation of response to cell cycle checkpoint signaling (*p* < 0.05). The specific differentially expressed genes related to cell cycle pathways and their expression levels are shown in Fig. 5H, where the differential expression of CCND1 is the most prominent.

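All 8 genes of Fig. 5H were lower in every siMCM6 library than in any siNC library. After the targeted MCM6, CCND1 fell the most of these genes. It encodes cyclin D1, the partner of CDK4 and CDK6 in G1 (ENSG00000110092, chromosome 11 of GRCh38, 69641156 to 69654474). Its level was 1152 ± 20.3 CPM (SD, n = 3) in siMCM6 and 2370.2 ± 48.9 CPM (SD, n = 3) in siNC. The log2 fold change was −1.04 (standard error 0.04, adjusted p = 1.01e-16 from edgeR), the second smallest p of all tested genes after MCM6. The 3′ UTR of CCND1, of 3192 bases, holds AACTGGT at bases 1289 and 3177, and the gene shares 10.3% of its exonic bases with LTO1 on the opposite strand.

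E2F2, a transcription factor of S phase entry, fell by 0.90 on the log2 scale (standard error 0.06, adjusted p = 1.30e-11 from edgeR). SKP2, which marks the inhibitor p27 for breakdown, fell by 0.79 (standard error 0.06) and CDC14B, a phosphatase, by 0.79 (standard error 0.08). Both hold AACTGGT in their 3′ UTR, and CDC14B shares 10.5% of its exonic bases with HABP4 on the opposite strand. WEE1, the kinase that restrains CDK1, fell by 0.69 (standard error 0.06), and DBF4, the activator of the kinase CDC7 at replication origins, fell by 0.61 (standard error 0.06). CCNE2, which encodes cyclin E2, fell from 11.2 ± 1.85 CPM (SD, n = 3) in siNC to 7.13 ± 0.705 CPM (SD, n = 3) in siMCM6, a log2 fold change of −0.66 (standard error 0.14, adjusted p = 7.46e-04 from edgeR). Its 3′ UTR holds AACTGGT, and it is uncertain because it shares 37.0% of its exonic bases with INTS8 on the opposite strand.

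The 7 genes other than MCM6 were all lower at an adjusted p under 0.05 from edgeR (7 adjusted over the list alone), and by limma's camera test the list had an adjusted p of 4.53e-08 (adjusted p = 0.055 with an estimated correlation). The study chose these genes on the same libraries, so this is not independent evidence of their direction. In the title of Fig. 5 the paper states that MCM6 activates pathways related to cell cycle regulation, and it goes on to measure the cell cycle of SK-N-BE(2) and SK-N-SH cells by flow cytometry (Fig. 6A-D).

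**Figure D3:**
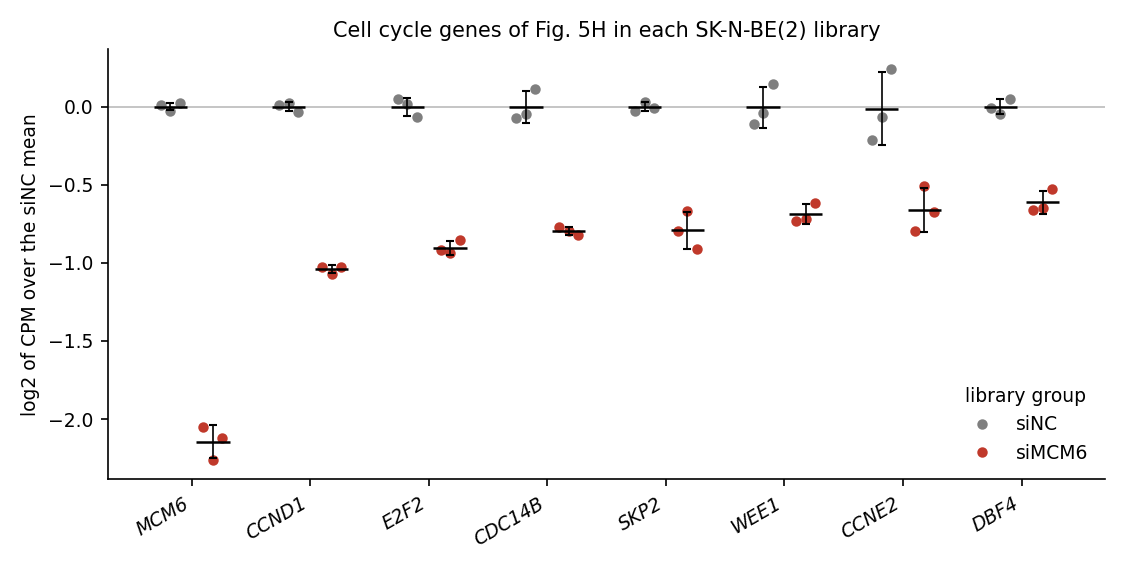
Genes of Fig. 5H in each library, as the log2 of CPM over the mean of the siNC libraries. Points are libraries (grey siNC, red siMCM6, 3 each), horizontal bars the means and error bars the SD. CCND1 lies at a log2 fold change of −1.04 and DBF4 at −0.61, and no siMCM6 library reaches the siNC libraries in any of the 8 genes.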

**Fig. 5:**
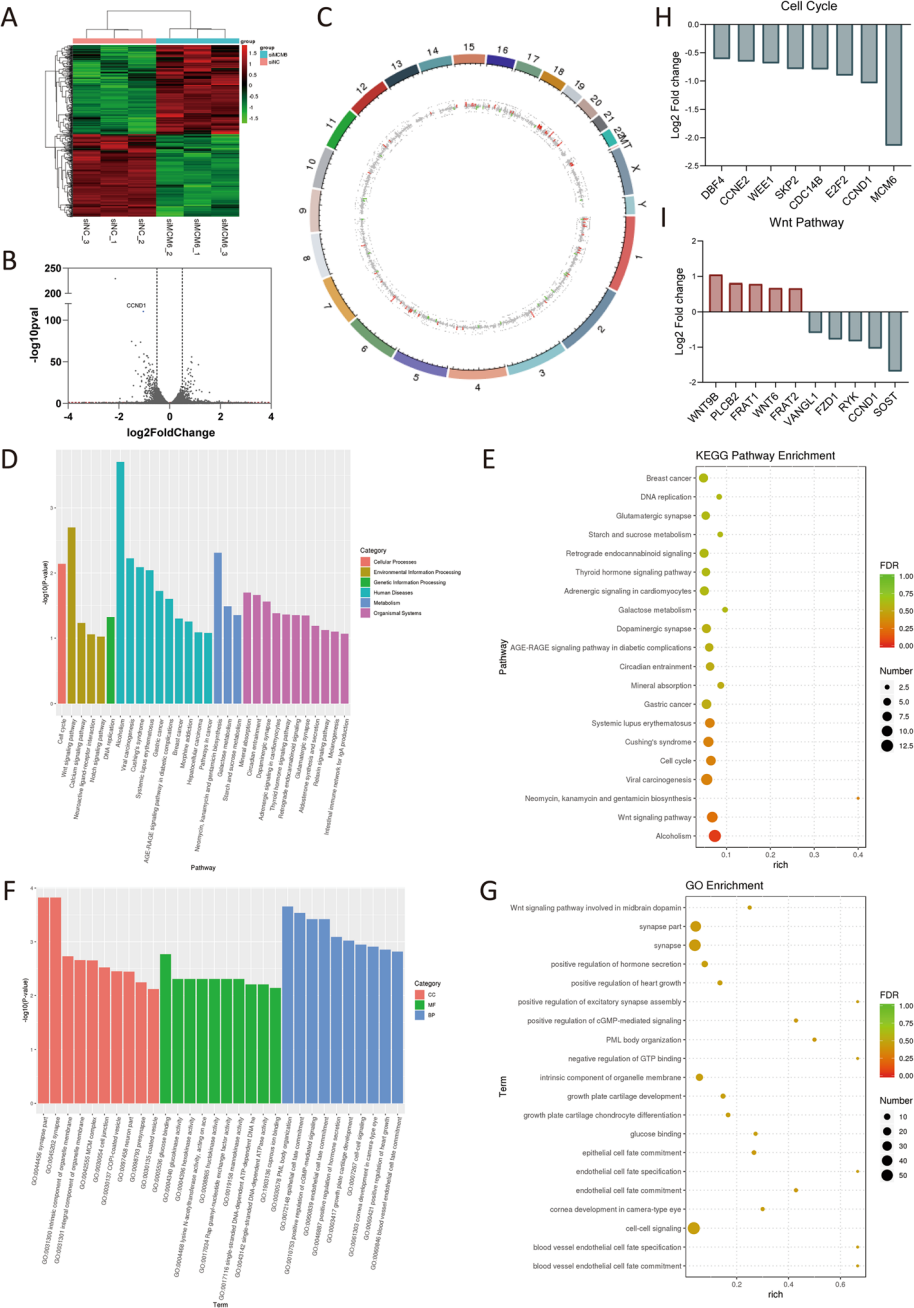
MCM6 activates pathways related to cell cycle regulation. (**A**) Cluster heat map of 6 samples. We used the R language Pheatmap software package to perform two-way clustering analysis on the union of different genes and samples of all comparison groups, clustering according to the expression level of the same gene in different samples and the expression pattern of different genes in the same sample, using the Euclidean method calculate the distance, the longest distance method of hierarchical clustering (complete Linkage) for clustering. In the figure, genes are represented horizontally, and each column is a sample. Red represents high expressed genes and green represents low expressed genes. (**B**) The volcanic map was drawn according to the gene distribution, gene expression fold change and significance results. On the left was the down-regulated gene of siMCM6 group relative to siNC group, and on the right was the up-regulated gene. The two vertical dotted lines were the threshold of 1.5 times fold change of gene expression difference, and the horizonal dotted line is the threshold of *p* value =0.05. (**C**) Genome circle diagram. We used the R language Circlize package to mark the differentially expressed RNA on the genome according to the genome information and the results of RNA differential expression analysis. The outermost circle is the chromosome band, from the outside to the inside are the differential expression analysis results of different differential analysis. Red and green are the histograms of the log2FoldChange values ​​of the up-regulated and down-regulated genes, and the gray is the scatter plot of the log2FoldChange values ​​of the undifferentially expressed genes. (**D**-**E**) The GO enrichment analysis results of differentially expressed genes. GO classification is carried out based on MF, BP and CC, and the top 10 GOs with the smallest *p* value, as well as the most significant enrichment in each GO classification term were selected to entry for display (**D**). The enrichment degree is measured by Rich factor, FDR value and the number of genes enriched to this GO Term. Among them, Rich factor refers to the ratio of the number of differential genes enriched in the GO Term to the number of annotated genes. The greater the Rich factor, the greater the degree of enrichment. FDR generally ranges from 0 to 1, the closer to 0, the more significant the enrichment. Select the top 20 GO Term entries with the smallest FDR value, that is, the most significant enrichment, for display (**E**). (**F**-**G**) The KEGG enrichment analysis results of differentially expressed genes. Select the top 20 pathways with the smallest *p* value for display (**F**). The degree of enrichment is measured by Rich factor, FDR value and the number of genes enriched on this pathway. As well as GO enrichment analysis, we selected the top 20 KEGG pathways with the smallest FDR value namely the most significant enrichment, for display (**G**). (**H**) Differentially expressed genes of the enriched cell cycle pathways and their differential expression levels. (**I**) Differentially expressed genes of the enriched Wnt pathways and their differential expression levels. GO, Gene Ontology; KEGG, Kyoto Encyclopedia of Genes and Genomes; FDR, *p* value correction; MF, molecular function; BP, biological process; CC, cell component

### Cell cycle arrest induced by suppression of MCM6 expression

Taking into account the findings of the above assay, we further studied the effect of MCM6 on the cell cycle of neuroblastoma SK-N-BE [2] and SK-N-SH cell lines. Compared with the control group, the proportion of cells in the G1 phase of the siMCM6 group increased significantly (the proportion of SK-N-BE [2] cells in the G1 phase increased by an average of 10.8%, and the proportion of SK-N-SH cells in the G1 phase increased by an average of 12.9%) while the proportion of cells in the S phase decreased significantly (the proportion of SK-N-BE [2] cells in the S phase is reduced by an average of 15.5%, and the proportion of cells in the S phase of SK-N-SH is reduced by an average of 8.6%) (Fig. 6A-D). This indicates that cells in the siMCM6 group stagnated in the G1 phase and failed to enter the S phase. We synchronized SK-N-BE [2] cells in the G1, S and G2/M phases of the cell cycle respectively, and detected the expression of MCM6 and cell cycle regulatory genes in different phases. We found that the expression of MCM6 increased in the G1 phase and decreased in the S phase, and the expression of CCND1 and CDK4 also showed similar characteristics. In terms of mechanism, the content of CyclinD1 and CDK4 is lower in cells treated with siMCM6 (Fig. 6E-F), which indicates that inhibiting MCM6 can delay the development of cell cycle G1/S by down-regulating the expression of cell cycle checkpoint proteins.

**Fig. 6:**
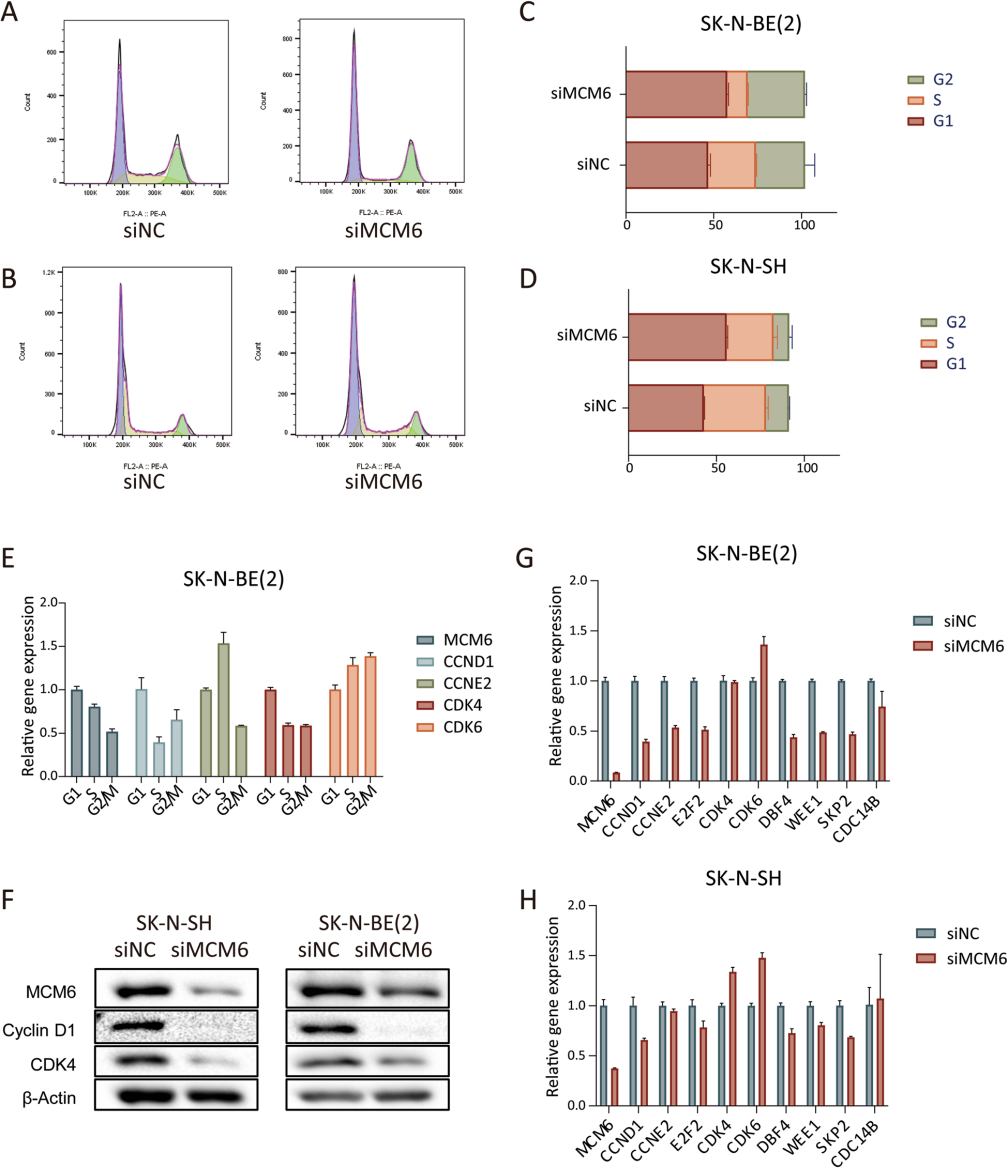
MCM6 can regulate the cell cycle of neuroblastoma at both the cell and protein level. (**A**-**D**) Cell cycle analysis was performed on neuroblastoma cell lines using flow cytometry. After MCM6 silenced, SK-N-BE [2] and SK-N-SH cells both showed an increase in G1 phase components and a decrease in S phase components. (**E**) The expression of cell cycle regulated genes in different cell cycle phases of SK-N-BE [2] cells. (**F**) Verify the expression of cell cycle regulation related proteins by WB. The expression of CDK4 and CyclinD1 was down-regulated after MCM6 silence. (**G**-**H**) According to the cell cycle regulation pathway enriched by RNA-seq, the relevant genes on the pathway were verified by qPCR. The value is displayed as the mean ± SEM and statistical significance is expressed as **** *p* < 0.0001

## Discussion

Neuroblastoma, as the most common extracranial solid tumor in children, has a high morbidity and mortality rate, but it is also highly heterogeneous. Course and outcome of neuroblastoma disease is very diverse. Some children’s tumors can naturally regress or mature, but there are also quite a few children with metastasis and recurrence. For relapsed and refractory neuroblastoma, there is currently a lack of effective specific drugs, while powerful chemotherapeutics can cause many adverse reactions. Therefore, the exploration of potential therapeutic targets for neuroblastoma has always attracted the attention of researchers.

Gene amplification and overexpression of MCM6 are found in many human cancers [12–15], which correlates with tumor genesis and progress, as well as aggressive biological behaviors. In this study, we provided evidence that MCM6 is a potential novel therapeutic target for neuroblastoma patients. The recurrence, invasion and metastasis of neuroblastoma are the reasons for the poor long-term survival of neuroblastoma patients. Early diagnosis and active intervention may bring significant survival benefits for those patients. Analysis of clinical significance showed that high expression of MCM6 is related to the progression and high risk of neuroblastoma. In addition, patients with increased MCM6 expression have poorer survival and a higher cumulative recurrence rate. Through in vitro experiments, we found that MCM6 silencing can significantly inhibit neuroblastoma cell proliferation, migration and invasion. Moreover, the in vivo experiments also confirmed the important role of MCM6 in tumor genesis, and suggested that this effect is related to cell proliferation. All these results indicate that MCM6 may play an important role in the development of neuroblastoma.

During the enrichment analysis of RNA-seq results, we also found significant differential expression of Wnt Pathway related genes. Among them, WNT6 and WNT9B were significantly up-regulated after MCM6 interference. 

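The Wnt ligand gene WNT6 rose after MCM6 siRNA, and the Wnt ligand gene WNT9B had a higher mean but did not pass the adjusted threshold. WNT6 (ENSG00000115596, chromosome 2 of GRCh38, 218859805 to 218874233) had 12.0 ± 2.57 CPM (SD, n = 3) in siMCM6 and 7.52 ± 0.238 CPM (SD, n = 3) in siNC, a log2 fold change of 0.66 (standard error 0.14, adjusted p = 8.00e-04 from edgeR). WNT9B (ENSG00000158955, chromosome 17 of GRCh38, 46833201 to 46886730) had 16, 19 and 19 reads in siMCM6 replicates 1 to 3 and 2, 11 and 11 reads in siNC replicates 1 to 3. Its log2 fold change was 1.07 (standard error 0.44, unadjusted p = 0.0227, adjusted p = 0.0759 from edgeR). It was past the adjusted threshold only with limma-voom among the tools and settings that tested it (log2 fold change 1.36, adjusted p = 0.0320 from limma), and its log2 fold change was 0.56 without siNC replicate 1 (adjusted p = 0.396 from edgeR).

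Of the other genes of Fig. 5I, PLCB2, a phospholipase of the Wnt/calcium branch, rose by 0.81 (standard error 0.14), and FRAT1 and FRAT2, which bind GSK3, rose by 0.78 and 0.66 (standard errors 0.23 and 0.11). FRAT1 had an adjusted p of 0.0120 from edgeR, and of 0.0582 without siNC replicate 2. SOST, which encodes the secreted Wnt antagonist sclerostin, fell by 1.66 (standard error 0.43, adjusted p = 0.00428 from edgeR) on 15, 18 and 18 reads in the siNC libraries and 7, 6 and 4 in the siMCM6 libraries. The Wnt receptors RYK and FZD1 fell by 0.83 and 0.78 (standard errors 0.06 and 0.11), and VANGL1 of the planar polarity branch had a log2 fold change of −0.59 (standard error 0.07). The 3′ UTRs of RYK, FZD1 and VANGL1 hold AACTGGT, as does that of CCND1.

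Of the 10 genes of Fig. 5I, 4 were higher and 5 lower at an adjusted p under 0.05 from edgeR (5 and 5 adjusted over the list alone). The study chose them on these libraries, so they are not independent evidence of a direction. Their median log2 fold change was 0.03 and their mean −0.09, and limma's camera test gave an adjusted p of 0.702, in the direction of the mean. The list was lower with DESeq2 (adjusted p = 2.84e-04 by limma's cameraPR on the DESeq2 test statistics). It was higher when the genes that hold AACTGGT were left out (adjusted p = 0.0315 by limma), a choice made after the data were seen. The 4 genes left out (CCND1, FZD1, RYK and VANGL1) are all lower ones, so that turn follows from the choice and is no evidence of a direction.

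**Figure D4:**
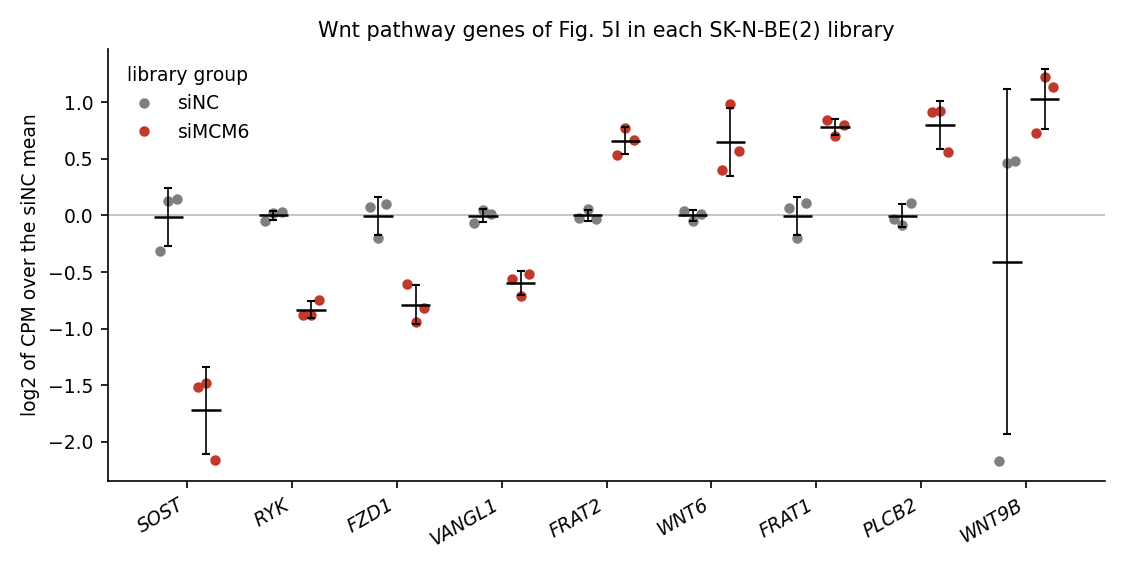
Genes of Fig. 5I other than CCND1 in each library, as the log2 of CPM over the mean of the siNC libraries. Points are libraries (grey siNC, red siMCM6, 3 each), horizontal bars the means and error bars the SD. The siNC libraries of WNT9B, with 2, 11 and 11 reads, spread the most.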

Wnt Pathway plays an important role in embryogenesis and tumor development [21]. Wnt pathway includes the classic Wnt/β-catenin pathway and the non-canonical Wnt/Ca^2+^ pathway and Wnt/PCP pathway [22]. Multiple dysfunctions and mutation of Wnt/β-catenin signaling pathway have been reported to be related to the promotion of cell proliferation and metastasis in various tumors, including hepatoma [23], colon carcinoma [24] and leukemia [25]. In in vitro experiments, we found that MCM6 promotes the migration and invasion of neuroblastoma cells, which were consistent with those reports. Therefore, we boldly speculate that the activation of Wnt/β-catenin signaling pathway is an important mechanism for MCM6 to induce neuroblastoma metastasis. Of course, it is also possible that the migration is a secondary effect given that the major effect of MCM6 on cell proliferation.

We found that the neuroblastoma cell cycle was blocked in G1/S after the inhibition of MCM6 expression. The effect of MCM complex on the cell cycle has also been reported in a variety of tumors [26–28]. After interfering expression of MCM6, the neuroblastoma cells from G1 to S phase are blocked, which means that the process of DNA replication is disturbed. The corresponding cyclin protein expression changes were confirmed at the mRNA and protein levels, respectively. In the classic cell cycle theory, to enter the cell cycle and start DNA replication, the cell must pass through strictly regulated restriction points from G1 to S phase [29], which is largely regulated by CDK4/6 checkpoint proteins in the G1/S phase [30]. The downregulation of CDK4/6 after MCM6 interference also supports that the G1/S transition is blocked. Our results indicate that MCM6 is involved in cell cycle. Thereby promotes tumor cell proliferation and poor tumor characterization The disorder of the cell cycle promotes the instability of the genome and leads to tumor apoptosis [31]. Therefore, we believe that MCM6 may be a promising neuroblastoma biomarker.

## Conclusion

MCM6 acts as a tumor promoter by activating CDK4-Cyclin D1 signaling, and subsequently regulates cell cycle progression in G1/S phase in neuroblastoma. This study proved the importance of the expression of MCM6 in neuroblastoma, and MCM6 may be a new prognostic indicator and a potential novel therapeutic target of neuroblastoma patients.

## Supplementary Information

**Additional file 1: Table S1.**

**Additional file 2: Figure S1.** MCM6 protein expression in 28 clinical samples. The tissue source is consistent with the tissue used to detect MCM6 mRNA expression in Figure 1. As the sample is not enough to extract protein, 2 cases of neuroblastoma and 1 case of ganglioneuroma are missing. NB, neurobastoma; GNB, ganglioeuroblastoma; GN, ganglioneuroma. **Figure S2.** We used public datasets to analyze the expression of MCM6 in tumors and control normal tissues. The MCM6 mRNA levels were analyzed using Oncomine database with *P*-value of 0.01, fold change of 2, and gene ranking of all. The analysis showed that compared with normal tissues, MCM6 expression is higher in most cancers, such as sarcoma, colorectal cancer, lung cancer, cervical cancer, and liver cancer (Figure S1A). Data from Tumor Immunity Estimation Resource also showed that the expression of MCM6 in almost all TCGA tumors was significantly higher than that in neighboring normal tissues (Figure S1B). The results suggest that MCM6 is a promising tumor prediction and treatment target.

**Additional file 3.**

## Data Availability

The datasets generated during the current study is available in the following repository: GEO: GSE159637, https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE159637 The datasets analysed during the current study are available in the following repositories: Oncomine (https://www.oncomine.org/). Tumor Immunity Estimation Resource database (TIMER, https://cistrome.shinyapps.io/timer/). Kocak (GEO: GSE45547, https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE45547). SEQC (GEO: GSE49710, https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE49710). Oberthuer (ArrayExpress: E-TABM-38, https://www.ebi.ac.uk/arrayexpress/experiments/E-TABM-38/).

## Abbreviations

MCM: Minichromosome maintenance complex component
NB: Neuroblastoma
GNB: Ganglioeuroblastoma
GN: Ganglioneuroma
OS: Overall survival
EFS: Event-free survival
HPF: High power field
HEPA: High Efficiency Particulate Air
GO: Gene Ontology
KEGG: Kyoto Encyclopedia of Genes and Genomes
CDK: Cyclin-dependent kinase

How the deposited data were processed for this re-analysis (not part of the article)

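RNA-seq of the neuroblastoma cell line SK-N-BE(2) was analysed in 3 libraries transfected with siRNA against MCM6 and 3 libraries transfected with scrambled siRNA, at 60 nM for 24 h. Groups and replicate numbers were taken from the sample labels. Experiments of the paper on other cells, tumors and public cohorts were not analysed here.

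The authors filtered the raw reads, aligned them to the human genome and computed the expression of each gene, and the submitters' processing notes list cutadapt, TopHat2 2.1.1, HTSeq 0.12.4 and the build GRCh38. The authors deposited 1 table with a raw read count and an FPKM per gene and library. The count columns hold whole numbers with no normalization and no line for unassigned reads. The deposited FPKM equals the count scaled by gene length and by the library's total count, with a largest relative deviation of 5.1e-15 in the 6 libraries, so FPKM was used only for that check. The table gives chromosomes, positions and Gene Ontology annotation, which were used as deposited. Totals were 12952476 to 15500293 counts per library.

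Counts were analysed in R 4.3.3 with edgeR 4.0.16. Genes were kept by filterByExpr with a minimum count of 10, which left 13167 of 19970 genes. Libraries were scaled by TMM, and siMCM6 was compared with siNC by a robust quasi-likelihood F test with the group as the only term. The common dispersion was 0.00217. Adjusted p-values are Benjamini-Hochberg values over the tested genes. Calls were counted at an adjusted p of 0.05, at an adjusted p of 0.05 with a 1.5-fold change, and at the thresholds of Fig. 5B, a p of 0.05 with a 1.5-fold change, read here as unadjusted. The paper's text names no test and does not say whether p was adjusted.

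The genes named were fixed by a rule before the data were examined: the genes the paper names, the MCM2-7 subunits, the 10 genes with the smallest p in each direction among those changed 1.5-fold with no overlap between the groups, and up to 4 genes with the smallest p from each list. The values of Fig. 5H, 5I and 6G had been seen in the paper before. The 24 gene lists were also fixed before the data were examined: the genes of Fig. 5H and of Fig. 5I, cell cycle, DNA replication, Wnt signaling, synapse, cell-cell signaling, organelle membrane proteins, S phase genes, G2/M genes, replication-dependent histones, p53 targets, interferon response, integrated stress response, chaperones of the endoplasmic reticulum, cholesterol synthesis, glycolysis and hypoxia, MYC and MYCN targets, adrenergic neuroblastoma identity, mesenchymal and Schwann-like markers, neuronal differentiation markers, apoptosis, immune cell and endothelial markers, and mitochondrially encoded genes. The pathway lists follow KEGG as recalled, and the others are textbook choices or the S phase and G2/M lists shipped with Seurat. Each list was tested without MCM6 by camera in limma 3.58.1 with a preset correlation of 0.01 and by a one-sided Fisher's exact test at the thresholds of Fig. 5B, adjusted over the lists. The Gene Ontology terms, 8 in number, were added after the data were seen and were adjusted among themselves. Chromosomes were tested by two-sided Fisher's exact tests against all tested genes.

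The longest annotated 3′ UTR of each gene was taken from GENCODE 29 for GRCh38. It was found for 13114 of the tested genes (99.6%), and the other 53 counted as not searched. For each siRNA of Table S1, the word of 7 bases that matches guide positions 2 to 8 was searched in it. The difference of median log2 fold changes was tested by a two-sided permutation test with 100000 resamples. It was set beside 100 random words with the same number of G and C bases, not matched on how many genes hold them.

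The alternatives, fixed before the data were examined, were DESeq2 1.42.0, limma-voom, RLE and upper-quartile factors, no filter, a mean CPM of at least 1, the replicate number as a block, leaving out each library in turn, an estimated correlation in camera and MCM6 kept in the lists. DESeq2 without a filter, a correction for the trend of each library with GC content, and the analysis without genes that hold the siMCM6_3 word were chosen after the data were seen. For the DESeq2 fits the lists were tested by limma's cameraPR on the DESeq2 test statistics, in place of camera.

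The tests of single genes, camera and the word test were tried on simulated data first, and the Fisher's exact tests and the GC correction were not. With negative binomial counts drawn from the siNC means, the library sizes and the fitted dispersions, 13008 genes were tested, and edgeR recovered 80 of 99 genes changed 1.5-fold and 94 of 98 genes changed 2-fold, with 10 false calls. Under the same simulation limma-voom recovered 80 and 91 with 9 false calls, and DESeq2 73 and 85 with 1 false call. Camera called 0 of 100 unchanged sets and the changed set, and the word test called 0 of 3 unshifted and 3 of 3 shifted words. The simulation as described held no correlation between genes, and camera was tried there only with the preset correlation. The trial therefore does not cover the calls lost with an estimated correlation. The word trial does not settle the permutation p in these libraries either. There the siMCM6_1 word had a permutation p of 1e-05, yet 43 of 100 random words were as low.

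The strand setting of the counting is not known, so genes that share exonic bases with a gene on the opposite strand are uncertain, and reads shared between near-identical histone genes were not measured.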

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

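The splits for the counts with a 1.5-fold change and for the gene lists, the GC correction, DESeq2 without a filter, the test of 3′ UTR length and GC content, the tests of the genes of Fig. 5H and 5I and the test of the S phase and G2/M lists without the word's genes were chosen after the results were seen.

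Genes whose longest 3′ UTR holds AACTGGT, the seed match of siMCM6_3, were lower after MCM6 siRNA. Their median log2 fold change was −0.11 in 1608 genes against 0.02 in 11506 genes without it. The difference of −0.124 (two-sided permutation test, p = 1e-05, the smallest that the resamples can give) was below all 100 random words with the same number of G and C bases (−0.0597 to −0.0131). Of the genes with the word, 33.8% were lower at an adjusted p under 0.05 from edgeR, against 12.2% of those without it. The words of siMCM6_1 (difference −0.0376, permutation test, p = 1e-05, but 43 of 100 random words were as low) and siMCM6_2 (−0.0141) lay within the range of their random words. With length and GC content of the 3′ UTRs in the model the siMCM6_3 word ranked 1, the lowest of 16384 words, which argues against length and GC content as the cause. Of the 11 lower genes of Fig. 5H and 5I other than MCM6, 7 hold the word (CCND1, CCNE2, CDC14B, FZD1, RYK, SKP2 and VANGL1), against 12.2% of the other tested genes (one-sided Fisher's exact test, p = 8.66e-05), but these genes were chosen for their change, and 90 of the 223 other lower genes past the thresholds of Fig. 5B (40.4%) hold it too (one-sided Fisher's exact test, p = 0.113), so they add no separate evidence. Seed-matched silencing by siMCM6_3 is a candidate explanation for part of the lower genes, CCND1 included, while the paper states that siRNA1 and siRNA2 were chosen for further research, and the match of those names to the numbers of Table S1 was assumed. The paper also reports less cyclin D1 staining in tumors of cells with an shRNA against MCM6 (Fig. 4G). It reports lower cyclin D1 protein after siMCM6 too (Fig. 6F), so its claim on CCND1 does not rest on these libraries alone. The blot also used siRNA against MCM6, and the paper's text does not name which. It therefore cannot tell the loss of MCM6 from silencing through a seed. Those experiments were not analysed here, and the seed of the shRNA was not searched. A cellular small RNA with the same seed, and an effect of the loss of MCM6 on transcripts with this word, were not tested and stay open.

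The S phase and G2/M lists were lower by limma's camera test with a preset correlation (adjusted p = 1.35e-14 and 1.27e-18) but not with an estimated correlation (0.071 and 0.055), and the loss of MCM6, named by the design, could explain lower lists. Silencing through the siMCM6_3 word in their own 3′ UTRs is argued against as the whole cause, since with all genes that hold the word left out both lists were still lower by the same test with the preset correlation (larger adjusted p = 4.39e-15). Genes with only a shorter match to the seed, CDK1 among them, were not left out. CCND1 and SKP2, which act upstream of S phase, hold the word, so a fall of the lists that follows from them stays open and was not tested.

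The log2 fold changes rose with the GC content of the transcripts (Spearman's rho 0.25 across genes, which are not independent replicates). After a correction for this trend in each library (rho 0.01), 81.4% of the 397 genes changed 1.5-fold at an adjusted p under 0.05 from edgeR were still called, which argues against GC content as the cause of most calls. Among the splits of the 6 libraries into 3 and 3, 1 of 10, the real split, gave as many calls: 3474 against at most 0 at an adjusted p under 0.05, 397 against at most 0 with a 1.5-fold change, 485 against at most 73 at the thresholds of Fig. 5B, and 8 against at most 7 gene lists, all by edgeR or limma. With 10 splits the share cannot fall under 0.05.

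Replication-dependent histone genes, which the paper does not discuss, were higher as a list. By edgeR 9 of 24 tested genes were higher and 0 lower (9 and 0 adjusted over the list alone). Among them were H2AW (log2 fold change 0.74), H2BC21 (0.68), H4C8 (1.17) and H2BC8 (1.45). The list had an adjusted camera p of 2.78e-05 from limma (adjusted p = 0.055 with an estimated correlation and 0.0586 with DESeq2 without a filter). Of 69 listed genes only these 24 had enough reads, and H2BC8 and H4C8 had 0.83 and 1.72 CPM in siNC. Polyadenylated RNA was enriched, so histone transcripts without a poly(A) tail could be missed, and the rise need not hold for them. The reads that these genes may share with near-identical copies were not measured.

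Chaperones of the endoplasmic reticulum, also outside the genes the paper discusses, were higher as a list, with 12 of 20 genes higher and 2 lower by edgeR (14 and 2 adjusted over the list alone), among them CRELD2 (log2 fold change 0.64), DNAJC3 (0.50) and HERPUD1 (0.43), with CALR lower (−0.52, holding AACTGGT), and an adjusted camera p of 4.03e-04 from limma (adjusted p = 0.16 with an estimated correlation).

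Mitochondrially encoded genes were lower as a list, with 4 of 13 lower and 0 higher by edgeR (6 and 0 adjusted over the list alone), among them MT-CYB (log2 fold change −0.19). The list had an adjusted camera p of 0.0340 from limma, which was 0.622 with an estimated correlation, 0.0531 with upper-quartile factors, 0.0602 without siMCM6 replicate 1, 0.0738 without siMCM6 replicate 2, 0.0911 without siNC replicate 1, 0.0825 without siNC replicate 3 and 0.316 with the GC correction. The mitochondrial share of the counts overlapped, at 4.76 to 5.07% in the siMCM6 libraries and 5.03 to 5.24% in the siNC libraries.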

How the results depend on the processing

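The GC correction, DESeq2 without a filter, the analysis without genes that hold AACTGGT, the Gene Ontology terms and all alternatives of the seed words were chosen after the data were seen. MCM6 (log2 fold change −2.19 to −2.08) and CCND1 (−1.06 at its lowest) kept their direction and their call under the 13 planned settings. The counts stayed within 1.5 times of the reported ones under these settings: 2567 to 3793 genes at an adjusted p under 0.05, 335 to 420 of them changed 1.5-fold, and 433 to 597 at the thresholds of Fig. 5B. With upper-quartile factors 308 genes were higher and 181 lower at the thresholds of Fig. 5B, against 249 and 236. Of the 1527 values of the other 118 named genes, 1491 kept their direction and side of the adjusted threshold, 29 lost the call, 7 gained it and 0 reversed, in 16 genes in all.

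With an estimated correlation, the lists of the cell cycle, DNA replication, G2/M, histones and Fig. 5H had an adjusted p of 0.0547, S phase of 0.0711, chaperones of 0.160 and mitochondrial genes of 0.622, each past the threshold with the preset correlation. The estimate was below the preset 0.01 for Fig. 5H (−0.0679) and histones (−0.0043), so a higher correlation between genes does not account for their lost calls. For the other lists named it was 0.0311 to 0.311. The number of chromosomes past the test was 0 with DESeq2, with RLE factors, with a mean CPM of at least 1 and with DESeq2 without a filter, and 0 to 1 when a library was left out (0 without siMCM6 replicate 1 or siNC replicate 1). The synapse list passed with a mean CPM of at least 1 (adjusted p = 0.0398), and ranged from 0.00451 to 0.144 when a library was left out. The mitochondrial list lost its call with upper-quartile factors (0.0531) and with the GC correction (0.316), and ranged from 0.00606 to 0.0911 when a library was left out. Fig. 5I genes were lower with DESeq2 (2.84e-04) and with DESeq2 without a filter (8.27e-06), and reversed to higher without genes that hold AACTGGT (0.0315), where 4 lower genes leave the list. Histones had 0.0586 with DESeq2 without a filter. The difference for the siMCM6_1 word was −0.00800 after the GC correction, and that for the siMCM6_2 word −0.0371 to −0.0139 when a library was left out, past the test without siMCM6 replicate 1 or siNC replicate 1 (permutation test, p = 0.028 and 0.033). The cause of these changes was not tested.

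The replicate numbers did not pair the libraries, since the deviations of libraries with the same number correlated at −0.022, −0.005 and −0.003 against −0.011 to 0.016 for different numbers, and no siMCM6 library correlated best with its own number. With the number as a block, 3232 genes passed the adjusted threshold and the synapse list passed (0.0302). The authors' own p-values were not run, since the table holds none, nor were other pseudocounts, since it holds counts. WNT9B and SOST had at most 19 reads in any library.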

Differences from the paper's values

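The DESeq2 fit without a filter, the GC correction and the tests of the Gene Ontology terms were chosen after the values were seen. With all 6 libraries, no value read from the paper's figures for these libraries differed from the value here by more than its standard error, and no count by more than 1.5 times.

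At the thresholds of Fig. 5B, read as an unadjusted p, 485 genes differed by edgeR, 249 higher and 236 lower, and with an adjusted p 397, 190 higher and 207 lower, where the paper's numbers are 442, 228 and 214. The paper's text names no test and does not say whether p was adjusted. DESeq2 on the same genes gave 433, 223 higher and 210 lower. DESeq2 without a filter, chosen after the values were seen, gave 440, 224 higher and 216 lower, and dropped 1 of the 17 genes shown in Fig. 5H and 5I (WNT9B, unadjusted p = 0.0620 by DESeq2).

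The paper calls WNT9B increased, as it calls WNT6. WNT6 passed (log2 fold change 0.66, adjusted p = 8.00e-04 from edgeR), and WNT9B had a log2 fold change of 1.07 with an unadjusted p of 0.0227 and an adjusted p of 0.0759 from edgeR; limma-voom called it at an adjusted p of 0.0320, and its log2 fold change was 0.56 without siNC replicate 1.

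The paper names chromosomes 1, 2, 5, 6, 15, 16 and 19 as those that mainly hold the changed genes. Chromosomes 19, 1, 2, 5 and 6 held the most, and chromosomes 17 (24 genes) and 11 (23 genes) held more than chromosomes 15 and 16 (22 each). Relative to the tested genes only chromosome 19 passed (adjusted p = 0.0356, Fisher's exact test), and it did not with DESeq2, with RLE factors, with a mean CPM of at least 1, or without siMCM6 replicate 1 or siNC replicate 1.

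The paper names the cell cycle, Wnt signaling and DNA replication as the leading KEGG pathways. With lists written from memory of these pathways, none was over-represented at the thresholds of Fig. 5B after adjustment over 24 lists. The one-sided Fisher's exact test gave an adjusted p of 0.558, 0.0913 and 0.825. These lists leave MCM6 out, and the paper's text names no adjustment. Unadjusted, the Wnt list passed (p = 0.0152, one-sided Fisher's exact test), and the cell cycle and DNA replication lists did not. The cell cycle and DNA replication lists were lower by limma's camera test (adjusted p = 6.11e-10 and 1.65e-10). Each lost that call with an estimated correlation (adjusted p = 0.0547). Among the paper's leading Gene Ontology terms, synapse and cell-cell signaling passed the same Fisher's exact test by the deposited annotation (adjusted p = 0.0236 and 0.0173). The terms cell cycle, G1/S transition and kinase regulator activity, which it also names, did not (adjusted p = 0.212, 0.0559 and 0.299). These values leave MCM6 out and are adjusted over 8 terms, while the paper's text gives p < 0.05 without naming an adjustment. Unadjusted, the G1/S transition passed (p = 0.0210), and the cell cycle and kinase regulator activity did not (p = 0.159 and 0.261, one-sided Fisher's exact test). The organelle membrane term was not analysed here.

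The paper states that CDK4/6 were lower after MCM6 siRNA and shows CDK4 protein (Fig. 6F). It also reports less CDK4 staining in tumors of cells with an shRNA against MCM6 (Fig. 4G) and qPCR of cell cycle genes (Fig. 6G-H). In these libraries CDK4 mRNA had a log2 fold change of −0.13 (adjusted p = 0.0868 from edgeR, −0.17 with an adjusted p of 0.00631 without siMCM6 replicate 2, −0.08 without siMCM6 replicate 3, and −0.15, past the adjusted threshold, with the GC correction), and shares 43.2% of its exonic bases with TSPAN31 on the opposite strand. CDK6 rose, with a log2 fold change of 0.20 (adjusted p = 0.00255 from edgeR). CCND1, CCNE2 and E2F2 fell as in the paper.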

Other observations

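The site types, the passenger strands, the rank of words, the bins of 3′ UTR length, the share of the word among changed genes, the GC correction and DESeq2 without a filter were chosen after the results were seen.

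Several gene groups of neuroblastoma biology did not pass the camera test. Of 25 genes of adrenergic identity, 5 were higher and 7 lower by edgeR (5 and 7 adjusted over the list alone; camera adjusted p = 0.705 from limma), with CHGA at 0.31, HAND1 at −0.37, KLF7 at −0.27 and ELAVL4 at −0.22 on the log2 scale. Of 25 mesenchymal and Schwann-like markers, 3 were higher and 5 lower (3 and 5 adjusted over the list alone; adjusted p = 0.705), among them SNAI2 (0.27), TGFBR2 (−0.34), WWTR1 (−0.26) and FN1 (−0.23, and −0.15 without siMCM6 replicate 2). Of 23 neuronal differentiation markers, 4 were higher and 4 lower (5 and 5 adjusted over the list alone; adjusted p = 0.963), with the neurofilament gene NEFH at 0.73, MAP2 at −0.24, and DPYSL3 at −0.57 and DCX at −0.55, which both hold AACTGGT. Of 34 MYC and MYCN targets, 3 were higher and 7 lower (4 and 7 adjusted over the list alone; adjusted p = 0.698), with NOLC1 at 0.73, MCM7 at −0.43, NCL at −0.22 and PAICS at −0.24. MYCN itself had a log2 fold change of 0.10 (adjusted p = 0.0861 from edgeR, and 0.0165 with upper-quartile factors). The control genes GAPDH (14.2% of exonic bases shared with AC006064.4 on the opposite strand; log2 fold change −0.04, adjusted p = 0.552 from edgeR, −0.10 with an adjusted p of 0.00578 without siMCM6 replicate 2, and −0.00292 without siMCM6 replicate 1) and ACTB (0.09, adjusted p = 0.127 from edgeR, 0.13 with an adjusted p of 0.0284 with upper-quartile factors, 0.12 with an adjusted p of 0.0325 without siMCM6 replicate 1, and 0.05 without siMCM6 replicate 2) did not pass with all libraries and TMM.

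Lists of stress and death programs did not pass the camera test. Of 28 p53 targets, 2 were higher and 5 lower by edgeR (2 and 5 adjusted over the list alone; camera adjusted p = 0.223 from limma), BTG2 at 0.45, GADD45A, which holds AACTGGT, at −0.37, DDB2 at −0.36 and CDKN1A at −0.21. Of 36 apoptosis genes, 3 were higher and 8 lower (4 and 8 adjusted over the list alone; adjusted p = 0.698), with BIRC3 at −0.49, BIRC2 at −0.29, and MCL1 at −0.57 and CASP2 at −0.54, which both hold AACTGGT. Of 34 genes of the integrated stress response, 7 were higher and 4 lower (7 and 4 adjusted over the list alone; adjusted p = 0.317), with PCK2 at 0.44, SARS1 at 0.33, GARS1 at −0.28 and SLC7A11 at −0.50, which holds AACTGGT. Of 29 interferon response genes, 0 were higher and 5 lower (0 and 5 adjusted over the list alone; adjusted p = 0.698), OAS3 at −0.33, PARP9 at −0.31, IFIT5 at −0.24 and DTX3L at −0.24, which holds AACTGGT; PARP9 lost the call without siNC replicate 1 (0.0565) or siNC replicate 2 (0.0842), IFIT5 without siNC replicate 1 (0.0698) or siNC replicate 3 (0.0677) and with the GC correction, and DTX3L with DESeq2 (0.0588), with DESeq2 without a filter, with the GC correction, with upper-quartile factors (0.0581) and without siMCM6 replicate 3 (0.0687), siNC replicate 2 (0.182) or siNC replicate 3 (0.0797).

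In metabolism, of 24 genes of cholesterol synthesis 5 were higher and 4 lower by edgeR (5 and 4 adjusted over the list alone; camera adjusted p = 0.901 from limma), with INSIG1 at 0.58, MSMO1 at −0.46, TM7SF2 at 0.49 (adjusted p = 0.0587 without siMCM6 replicate 2 and 0.0625 without siNC replicate 3) and SREBF2 at −0.17 (0.0666 without siNC replicate 2). Of 31 genes of glycolysis and hypoxia 3 were higher and 4 lower (3 and 4 adjusted over the list alone; adjusted p = 0.901), ERO1A at 0.51, PFKL at 0.37, EGLN3 at −0.40 and PGAM1 at −0.37. Of 8 tested markers of immune, endothelial and epithelial cells, 1 was higher and 0 lower (1 and 0 adjusted over the list alone; adjusted p = 0.765): CD4, at 0.84 CPM in siNC and 1.85 CPM in siMCM6 (log2 fold change 1.15, adjusted p = 0.0172 from edgeR), which lost the call without siMCM6 replicate 1 (0.100), siMCM6 replicate 3 (0.0816), siNC replicate 1 (0.0642) or siNC replicate 2 (0.0669). KRT18 (0.24, and 0.31 with an adjusted p of 0.0400 from edgeR without siMCM6 replicate 1, and 0.16 without siMCM6 replicate 2), which shares 16.3% of its exonic bases with KRT8 on the opposite strand, VWF (−0.58, and −0.97 to −0.24 when a library was left out) and EPCAM (0.23, and 0.15 to 0.39 when a library was left out) did not pass with all libraries.

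Other mitochondrially encoded genes passed with all libraries but not under every setting. MT-ND4 (log2 fold change −0.15, adjusted p = 0.00987 from edgeR) lost the call with upper-quartile factors (0.0528), with the GC correction and without siNC replicate 1 (0.0701) or siNC replicate 3 (0.0710). MT-ND5 (−0.14, adjusted p = 0.0238 from edgeR) lost it with upper-quartile factors (0.102), with the GC correction and without siNC replicate 1 (0.116), siNC replicate 2 (0.121) or siNC replicate 3 (0.0742), and its log2 fold change was −0.08 without siMCM6 replicate 2. MT-ATP6 (−0.13, adjusted p = 0.0277 from edgeR) lost it with upper-quartile factors (0.118), with the replicate number as a block (0.0514), with the GC correction and without siMCM6 replicate 1 (0.0974), siNC replicate 1 (0.225) or siNC replicate 3 (0.126).

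A hypothesis that the siMCM6_3 seed acts on these transcripts was examined further. The median log2 fold change was −0.18 in 417 genes whose 3′ UTR holds a match of 8 bases, −0.09 in 1191 genes with a match to positions 2 to 8 only, −0.07 in 716 genes with a match to positions 2 to 7 and an A, −0.02 in 2218 genes with 6 bases and 0.03 in 8572 genes with none. The difference between genes with and without the word was −0.184, −0.126, −0.112 and −0.0847 in 4 equal bins of 3′ UTR length, from the shortest to the longest, and −0.141 to −0.0979 under every alternative run. The words ACTGGTA, ACTGGTT, TACTGGT and AAACTGG, which overlap AACTGGT, ranked next after it, and the passenger strand words of the 3 siRNAs ranked 5520, 13103 and 4177 of 16384. At the thresholds of Fig. 5B, 97 of 235 searched lower genes (41.3%) hold the word against 7 of 246 higher genes (2.85%) and 11.9% of the others. These values are consistent with silencing through the seed of siMCM6_3 (difference −0.124), and they do not say which siRNA the cells received.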
